# A Competitive Endogenous RNA Network Based on Differentially Expressed lncRNA in Lipopolysaccharide‐Induced Acute Lung Injury in Mice

**DOI:** 10.3389/fgene.2021.745715

**Published:** 2021-11-30

**Authors:** Xianxian Jia, Jinhui Huang, Bo Wu, Miao Yang, Wei Xu

**Keywords:** acute lung injury, high-throughput RNA sequencing, lncRNA, lncRNA-miRNA-mRNA network, competing endogenous RNA

## Abstract

Non-coding RNAs have remarkable roles in acute lung injury (ALI) initiation. Nevertheless, the significance of long non-coding RNAs (lncRNAs) in ALI is still unknown. Herein, we purposed to identify potential key genes in ALI and create a competitive endogenous RNA (ceRNA) modulatory network to uncover possible molecular mechanisms that affect lung injury. We generated a lipopolysaccharide-triggered ALI mouse model, whose lung tissue was subjected to RNA sequencing, and then we conducted bioinformatics analysis to select genes showing differential expression (DE) and to build a lncRNA-miRNA (microRNA)- mRNA (messenger RNA) modulatory network. Besides, GO along with KEGG assessments were conducted to identify major biological processes and pathways, respectively, involved in ALI. Then, RT-qPCR assay was employed to verify levels of major RNAs. A protein-protein interaction (PPI) network was created using the Search Tool for the Retrieval of Interacting Genes (STRING) database, and the hub genes were obtained with the Molecular Complex Detection plugin. Finally, a key ceRNA subnetwork was built from major genes and their docking sites. Overall, a total of 8,610 lncRNAs were identified in the normal and LPS groups. Based on the 308 DE lncRNAs [*p*-value < 0.05, |log2 (fold change) | > 1] and 3,357 DE mRNAs [*p*-value < 0.05, |log2 (fold change) | > 1], lncRNA-miRNA and miRNA-mRNA pairs were predicted using miRanda. The lncRNA-miRNA-mRNA network was created from 175 lncRNAs, 22 miRNAs, and 209 mRNAs in ALI. The RT-qPCR data keep in step with the RNA sequencing data. GO along with KEGG analyses illustrated that DE mRNAs in this network were mainly bound up with the inflammatory response, developmental process, cell differentiation, cell proliferation, apoptosis, and the NF-kappa B, PI3K-Akt, HIF-1, MAPK, Jak-STAT, and Notch signaling pathways. A PPI network on the basis of the 209 genes was established, and three hub genes (Nkx2-1, Tbx2, and Atf5) were obtained from the network. Additionally, a lncRNA-miRNA-hub gene subnetwork was built from 15 lncRNAs, 3 miRNAs, and 3 mRNAs. Herein, novel ideas are presented to expand our knowledge on the regulation mechanisms of lncRNA-related ceRNAs in the pathogenesis of ALI.

## Introduction

Acute lung injury (ALI) is one of the main causes of acute respiratory failure (Pan et al., 2018). ALI manifests through extreme inflammation, pro-inflammatory cytokine release, among other symptoms, leading to impaired gas exchange and edema (Han et al., 2018). The death rate of severe ALI was >40.0% (Pan et al., 2018). Approaches to ameliorate ventilator management have been widely used to provide supportive care for patients with ALI (Fan et al., 2005). Despite recent advances in comprehending the epidemiology along with the pathogenesis of the disease, clinical studies shows that some drug approaches are not effective in decreasing mortality rates in individuals with ALI (Raghavendran et al., 2008). Therefore, further research is urgently needed to unravel the molecular drivers of ALI development and to produce more effective treatments.

A growing body of research have suggested that next-generation sequencing technologies may unearth novel insights into gene expression changes in different biological processes and help better diagnose, treat and prognosis of several diseases (Hu et al., 2006; Rajendran et al., 2018). Moreover, long non-coding RNAs (lncRNA) have remarkably changed our comprehending of diseases (Mendell, 2016). LncRNA transcriptionally and post-transcriptionally regulates target gene expression but has no protein-coding role (Engreitz et al., 2016). Many lncRNAs are transcribed during development at specific times and in specific tissues and exhibit multiple splicing patterns. In addition, growing research evidence have documented that lncRNAs play significant biological roles modulating gene expression, cell proliferation, cell metabolism, differentiation along with apoptosis (Braconi et al., 2011; Rinn and Chang, 2012; Sana et al., 2012; Takahashi et al., 2014; Chang et al., 2016; Jiang et al., 2016). However, the full mechanism of lncRNA in LPS (lipopolysaccharide)-triggered ALI is still unclear.

In 2011, the concept of competing endogenous RNA (ceRNA), first raised by Sardina et al., became attracting (Salmena et al., 2011) and was subsequently verified by accumulating experimental evidence (Ebert et al., 2007; Lee et al., 2010; Poliseno et al., 2010; Wang et al., 2010; Jeyapalan et al., 2011). Evidence suggests that lncRNAs can serve as endogenous molecular sponges and indirectly regulate mRNA expression levels by competitively docking to miRNAs with miRNA response elements shared by the reverse complementary docking seed region. The leading of the ceRNA theory has showed a new mechanism for co-action between RNAs, which has expanded our comprehension of the function of lncRNAs (Tay et al., 2014). The complicated cross talk of the ceRNA network has been demonstrated in numerous diseases (Zhou et al., 2016; Kristensen et al., 2018), including respiratory diseases. For example, Nan et al. revealed that MALAT1, a ceRNA, sponged miR-194-5p and enhanced FOXP2 expression thereby mediated LPS-triggered apoptosis of human pulmonary alveolar epithelial cells (Nan et al., 2020). Besides, XIST knockout alleviates LPS-triggered apoptosis, as well as inflammatory damage in WI‐38 cells under acute pneumonia by targeting miR-370‐3p/TLR4 (Zhang et al., 2019). Similarly, Luo et al. also revealed that lncRNAs and mRNAs expression profiles were altered in alveolar macrophages (AM) of ALI rats at an early stage, which suggested that lncRNA4344 sponged miR-138-5p to accelerate pyroptosis in inflammatory responses of LPS-stimulated acute lung injury *via* targeting NLRP3 (Luo et al., 2021). Nevertheless, the mechanism of lncRNA and ceRNA pairs participated in lung injury remains to be illustrated. Furthermore, ceRNA raises a new viewpoint to explain the role of yet undefined lncRNAs in LPS-triggered ALI. Herein, on the basis of the results of our high-throughput RNA sequencing (RNA-seq) experiments, we conducted an all-around analysis and created a ceRNA network with the purpose of elucidating a modulatory mechanism of lncRNAs in ALI and screening important genes in the ALI-related ceRNA network with a narrower range and higher precision. In order to understand whether differentially expressed (DE) lncRNAs have the function of ceRNAs in ALI, we selected their miRNA target genes and sponge miRNAs to create lncRNA-miRNA-mRNA network. Besides, GO along with KEGG assessments were employed for the determination of DE mRNA in the ceRNA network to explore the major functional cascades of ALI. Furthermore, a PPI network was established, from which hub genes were selected. In order to better comprehend the pathogenesis of ALI, we also established the regulation module of lncRNA-miRNA-hub gene subnetwork, which provides a new perspective for the potential regulation mechanisms of lncRNA in ALI.

## Materials and Methods

### ALI Animal Model

All animal experiments were consented by the Experimental Animal Ethics Committee of China Medical University (2017PS086K). Male BALB/c mice aged 6–8 weeks (weight 18–22 g) were bought from Changsheng Biotechnology Company (Benxi, China). The ALI mouse model was formed via intratracheal inoculation of LPS, as described in a prior study (Liu et al., 2013). In summary, mice were anesthetized with 20% urethane (0.15 g/kg), exposed to the trachea, and intratracheal injection of *E. coli* O55:B5 (L-2880, Sigma, United States; 5 mg/kg; Mice in ALI group and control group were given *E. coli* O55:B5 (L-2880, Sigma, United States; 5 mg/kg, 100 mg LPS dispersed in 100 ml of 0.9% normal saline) and 50 μL 0.9% normal saline in trachea, respectively. Mice were raised upright, rotated left and right, and their skin was sutured for feeding. 24 h after injection, mice were killed under anesthesia and lung tissues were excised and fixed (in 4% PFA) and then H&E staining performed or stored at −80°C for follow-up experiments.

### H&E Staining

The left lung was fixed with 4% PFA, paraffin-embedded and sliced (3 μm). Tissue sections were dewaxed in xylene for 20 min, and then rehydrated (in 100, 95, 85, and 70% alcohol) for 10 min, followed by H&E staining. The specimen was stained in hematoxylin for 2 min and then rinsed in flowing water for 15 min. Eosin staining of the sections was done for 1 min, followed by dehydration in 70, 95, and 100% alcohol, made of xylene transparent and sealed in a neutral resin. The pathological changes were observed under microscope (Nikon, Japan).

### RNA Isolation and Qualification

Total RNA was collected from lung tissues employing TRIzol reagent (Invitrogen, Life Technologies, United States), per the manufacturer manual, and RNA quantification was performed by Novogene Experimental Department. Concisely, RNA degradation along with contamination were examined with 1% agarose gels. After that, a NanoPhotometer® spectrophotometer (Implen, CA, United States) was employed to check RNA quality. Afterwards, RNA quantity was gauged with the Qubit® RNA Assay Kit on a Qubit® 2.0 Fluorometer (Life Technologies, CA, United States), and RNA integrity was estimated with the RNA 6000 Nano Assay Kit of a 2100 Bioanalyzer system (Agilent Technologies, CA, United States).

### RNA-Seq

Total RNA from the ALI (*n* = 3) and control (*n* = 3) groups was extracted and quality controlled. Index of the reference genome was established by bowtie2 v2.2.8 and paired-end clean reads were aligned to the reference genome based on HISAT2 (Langmead and Salzberg, 2012)v2.0.4. HISAT2 was run with “--rna-strandness RF,” other parameters were set as default. NGS and subsequent bioinformatics analysis of high-quality clean data were obtained using Novogene Bioinformatics Technology (Beijing, China). RNA-seq was based on an Illumina HiSeq 4000 platform, and 150 bp paired-end reads were produced, basing on Illumina’s protocol.

### Expression Analysis

Cuffdiff (V.2.1.1) was applied to compute fragments per kilobase of exon per million fragments mapped (FPKMs) of both lncRNAs and coding genes in each sample (Trapnell et al., 2010). FPKMs were computed according to the length of the fragments, as well as reads count mapped to the fragment. The FPKM of transcripts in every gene group was added up to calculate the gene FPKM.

### Differential Expression Analysis

For differential expression assessment of lncRNAs and mRNAs, we adopted the Ballgown software (Frazee et al., 2015), which supplies statistical routines for establishing differential expression in transcript or gene expression data employing a model in the light of the negative binomial distribution (Frazee et al., 2014). *p*-values were corrected with the Benjamini-Hochberg approach. *p* < 0.05 along with a |log2 (fold change) | > 1 were adopted as thresholds for remarkable differential expression.

### RT‐qPCR Validation of DE Transcripts

We attempted to verify the differential expression reported in the RNA-seq assay by qPCR. Top 5 up-regulated and down-regulated DE LncRNAs were selected for verification. Concisely, RNA was collected from lung tissues with TRIzol reagent (9108, Takara, Japan), as described by the manufacturer. Then, cDNA was generated from 1 µg total RNA with the PrimeScript RT Reagent Kit (RR047A, Takara) with gDNA Eraser for lncRNA and mRNA and 1 µg total RNA was reversed into cDNA with riboSCRIPT™ (c11027-2) for miRNA. RT-qPCR was cnducted using the TB Green PCR Core Kit (RR820A, Takara) on an ABI 7500 system (Thermo Fisher Scientific, Waltham, MA, United States). The following cycling conditions were used: 95°C for 30 s, followed by 40 cycles of 95°C for 5 s and 60°C for 34 s. All primer sequences are shown in Table 1. The 2^−ΔΔCt^ approach was employed to determine relative expression. qRT-PCR was conducted with 12 biological replicates. GAPDH mRNA and U6 small nuclear RNA (RNU6) were used as normalization standards.

**TABLE 1:** The specific description of the primer sequences.

Name	Forward primer	Reverse primer
AQP5	5′-CCG​TGT​GGC​TGT​GGT​CAA​AGG-3′	5′-TCG​ATG​GTC​TTC​TTC​CGC​TCC​TC-3′
SPC	5′-CTG​AGA​TGG​TCC​TTG​AGA​TGA​G-3′	5′-TCA​TGA​TGT​AGC​AGT​AGG​TTC​C-3′
LNC_005406	5′-CCG​ATG​GCT​GAC​TAA​CGC​TCT​TG-3′	5′-AGT​AGG​TGA​AGT​CTC​AGG​CAG​TAG​TG-3′
Crnde	5′-GGT​GGA​AGG​AGG​TGA​TTT​AGA​AGA​CAG-3′	5′-AGG​TGA​GGT​GAA​GGG​ATG​GAA​GG-3′
LNC_006646	5′-CGC​CTC​TGC​AAT​CAA​GCT​CTC​C-3′	5′-CAC​CAG​ACT​CGA​CCA​GCA​AGA​AC-3′
LNC_002227	5′-GTC​GAG​GAA​AAT​GGA​AAA​AGG​AGG​A-3′	5′-AAG​TCG​TCA​AGT​GGA​TGT​TTC​TCA-3′
LNC_006985	5′-ACC​CAG​TAG​TTG​CTC​CTC​TTC​TCG-3′	5′-AGC​TGA​CCA​GTT​TGC​CAA​TGA​GTG-3′
LNC_005443	5′-GAT​GCC​GTG​TGC​TCA​GAA​GGA​AG-3′	5′-GAA​CCC​TCC​CAG​CCC​TAT​CCA​C-3′
LNC_006842	5′-AAC​CCA​GAA​ATG​AAC​CCA​CAC​ACC-3′	5′-TCT​TCT​ACA​CGA​TAG​CAG​CCA​GTT​G-3′
RP23-451K23.3	5′-AGA​TGG​GTA​TCC​TCG​GGC​TTT​GG-3′	5′-CGT​TGT​TGC​TGA​GAC​TGG​GAA​GG-3′
LNC_006493	5′-CCA​GAA​AGG​TCA​GCA​CGC​AGT​C-3′	5′-AGC​AGG​TGG​CAG​GAG​AAG​GAA​G-3′
GAPDH	5′-AAA​TGG​TGA​AGG​TCG​GTG​TGA​AC-3′	5′-CAA​CAA​TCT​CCA​CTT​TGC​CAC​TG-3′

### ceRNA Network Analysis

To predict the inter-regulatory relationship among mRNAs, lncRNAs, and miRNAs, the miRanda (http://www.microrna.org/microrna/, Version 3.3a) software with parameters of “- sc 140 - en -10 - scale 4 - strict” was uitilized. Briefly, the potential miRNA response element was identified within the sequences of lncRNAs and mRNAs. Then, the miRanda software was used to forecast miRNA binding seed sequence sites, and overlapping of the same miRNA binding site on both lncRNAs [*p* < 0.05 and |log2 (fold change) | > 1] and mRNAs [*p* < 0.05 and |log2 (fold change) | > 1] constructed a lncRNA-miRNA-mRNA interaction network. The ceRNA regulatory network of lncRNA-miRNA-mRNA was visualized using Cytoscape software (Version 3.8.0).

### GO and KEGG Enrichment Analyses

To evaluate the role of genes in the ceRNA network, GO analysis of DE mRNAs in this network was done via the R goseq with correction for gene length bias (Young et al., 2010). GO terms with adjusted *p*-value < 0.05 were regarded as remarkably enriched by DE genes. KEGG (http://www.genome.jp/kegg/) is a data resource for elucidating the high-level roles, as well as utilities of biological systems (Kanehisa et al., 2008; Young et al., 2010), consisting of the cell, organism, and ecosystem, from molecular level data, in particular large-scale molecular data sets produced by genome sequencing along with other high-throughput experimental technologies. We adopted the KOBAS software to check the statistical enrichment of DEmRNAs of the ceRNA network in KEGG pathways (Mao et al., 2005), and a corrected *p*-value < 0.05 was used as the truncation criterion.

### Creation of the PPI Network and Confirm of Hub Genes

The Search Tool for the Retrieval of Interacting Genes (STRING, http://www.string‐db.org/) was applied to find the PPI network between mRNAs in the ceRNA modulatory network, providing all-around interactions between proteins and genes. Cytoscape (3.8.0) was employed to view the PPI network. The Molecular Complex Detection (MCODE) app of Cytoscape was used to acquire the hub genes and the parameters of MCODE were consider as node score cutoff = 0.2, degree cutoff = 2, max. depth = 100 and k-core = 2. The genes with the highest MCODE-score were set as hub genes (Bandettini et al., 2012).

### Reestablish of the Crucial ceRNA Subnetwork

Every triple communication in the above ceRNA network was re-screen to create a new subnetwork. Genes were screened out based on the top five most remarkable DE lncRNAs and confirmation of the hub genes. The respective miRNA predictions were made and forecasted their binding sites. The crucial ceRNA subnetwork was reestablish. We verified the expression levels of 6 lncRNAs, 3 miRNAs, and 3 mRNAs of the ceRNA sub network. All primer sequences are shown in Supplementary Table S3.

### Statistical Analysis

All experiments were conducted in triplicate. The statistical R package was employed for data analysis. Data with normal distribution are given as the mean ± standard deviation. The statistical significance of differences between groups was determined by the Student’s t-test (unpaired). The statistical analysis was done using GraphPad Prism 8.0 software, and *p* <0.05 signified statistical significance.

## Results

### ALI in Mice

The ALI model was triggered by LPS, and we observed that mice in this group exhibited shortness of breath and decreased autonomic activity, compared with the control group. Furthermore, H&E staining of tissues from the ALI group showed lung interstitial thickening and alveolar structure disorder (Figure 1A). Surfactant protein C (SPC) and water channel protein Aquaporin 5 (AQP-5) are two markers of alveolar epithelial type II cells (AECIIs) and alveolar epithelial type I cells (AECIs), respectively (Nielsen et al., 1997; Akella and Deshpande, 2013). The change of their expression level can indirectly reflect the injury of epithelial cells. Therefore, we observed remarkably decreased SPC (Figure 1B) and AQP5 mRNA (Figure 1C) measures in lung tissue from the ALI group, indicating AECIs and AECIIs damage.

**FIGURE 1:**
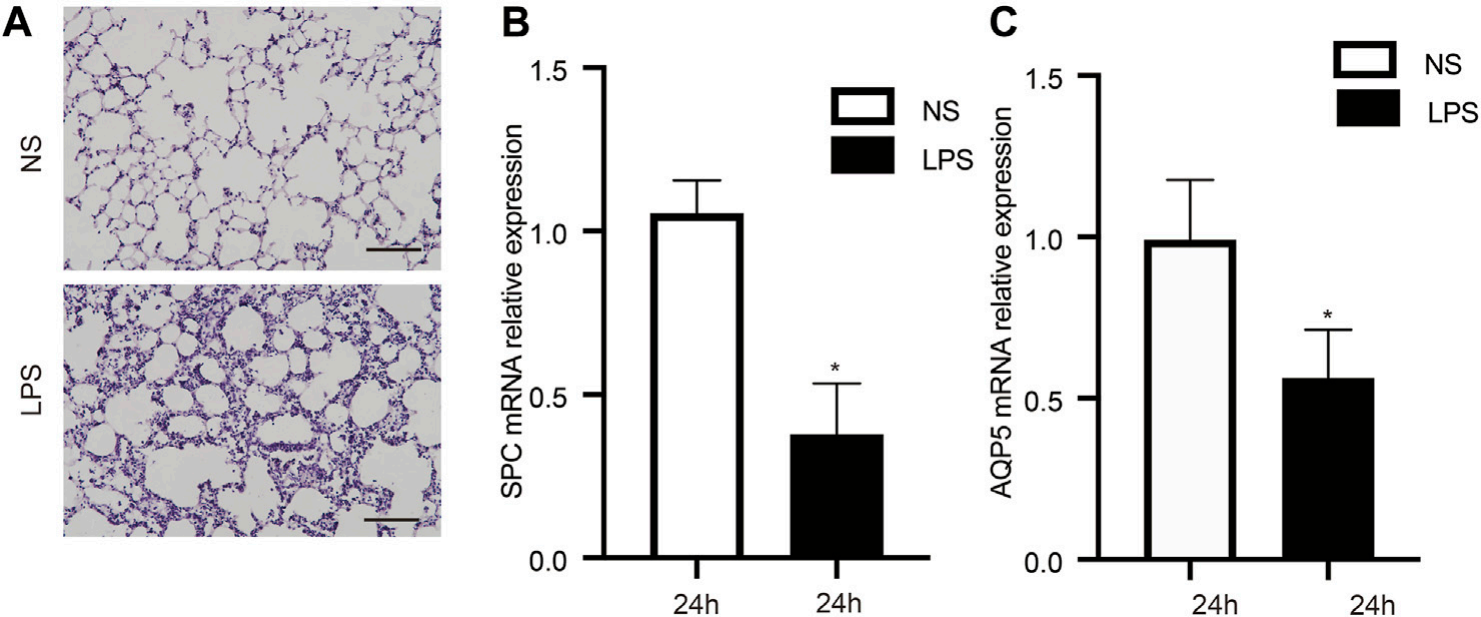
Characteristics of animals in the LPS-triggered and control groups. **(A)** Pathological observations in lung tissue stained with H&E. **(B, C)** LPS decreased the mRNA levels of SPC and AQP5. *n* = 12/group; *p < 0.05; **p < 0.01. LPS, lipopolysaccharide; NS, no lipopolysaccharide; SPC, surfactant protein C; AQP5, aquaporin 5; Scale bar: 40 µm.

### Characterization of ALI-Triggered lncRNAs and mRNAs in Lung Tissue

We assessed RNA-seq data from six mouse lung samples and obtained 93,446,460–107,777,762 and 90,677,668–103,975,066 raw and clean data, respectively. 

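Lung RNA from 3 male BALB/c mice of the ALI group and 3 of the control group, aged 6 to 8 weeks, was sequenced 24 h after treatment. The ALI group (LPS) received LPS at 5 mg/kg into the trachea. The control group (NS) received normal saline, although the sample labels describe these mice as normal. The authors aligned the reads with HISAT2 and computed the FPKM of each transcript with Cuffdiff. Their table gives 1 FPKM value for each of 10826 lncRNA transcripts in each library, and these transcripts carry 9680 gene identifiers. Its class column lists no mRNA or miRNA, so their values were not analysed here, but 30 of the transcripts counted as lncRNAs carry the class misc_RNA. The genome build and the annotation release behind the table are not given in the sources used here. Genome positions are those of GENCODE release M21 on GRCm38, which holds 2126 of the 2216 annotated transcript identifiers with the same version. Transcripts that the authors assembled from the reads carry names starting with LNC_, and the table gives no positions for them.

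The FPKM summed over all listed transcripts was 19986, 17510 and 19538 in LPS replicates 1, 2 and 3. The same sum was 13463, 18246 and 14210 in NS replicates 1, 2 and 3. The 5 most abundant transcripts of a library held between 43.7% and 56.9% of its sum. Between 1927 and 3129 transcripts per library were listed at 0. The table gives no read counts, so the depth behind each FPKM value is unknown. Relative depth was estimated from the most frequent ratio between libraries of values under 0.3 FPKM, and lay between 0.932 in LPS replicate 1 and 1.09 in NS replicate 2. The estimate is weak, since only 2.78% to 5.02% of these low transcripts lay within 0.02 of the most frequent log2 ratio.

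Transcripts with an FPKM of at least 0.5 in at least 3 of the 6 libraries were tested, which left 3144. The test was limma with a mean-variance trend on log2(FPKM + 1), two-sided, with Benjamini-Hochberg adjustment over the tested transcripts. A transcript was called differentially expressed at an adjusted p under the threshold of 0.05 and an absolute log2 difference above 1. Every log2 difference is the mean of log2(FPKM + 1) in LPS minus that in NS, so it is smaller than the log2 ratio of the mean FPKM where values are low. An exact permutation test of 3 mice against 3 cannot give a p below 0.1.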

The classification of mapped reads in each lung tissue sample is exhibited in Supplementary Figure S1. After comparing the SNP, insertion or deletion, and alternative splicing events between the ALI and control groups, we discovered that the insertion or deletion counts were lower in the ALI group relative with the control group, and no remarkable differences in SNP and alternative splicing events were observed (Supplementary Figure S2). To narrow the false-positive rate of identified lncRNAs from 373,379 assembled transcripts, we exploited a lncRNA filter to discard transcripts that did not possess all characteristics of lncRNAs (Figure 2A). The five main steps are as follows: exon number screening of transcripts, transcript length screening, transcription known annotation screening, transcription expression screening, and coding potential screening (Supplementary Table S6). 

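Of the listed transcripts, 8610 carried an LNC_ name. The class column placed 5895 of them (68.5%) in the intronic class, 2158 (25.1%) in the lincRNA class and 557 (6.47%) in the antisense class. A single assembled transcript was listed at 0 in all 6 libraries. The expression filter of the test was passed by 922 intronic, 523 lincRNA and 153 antisense transcripts.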

Using this method, we confirmed 8,610 novel lncRNAs from an intersection of the result analysis of CPC2, CNCI, PFAM, and phyloCSF (Figure 2B and Supplementary Table S7), which consisted of 2,152 lincRNAs (25.1%), 560 anti-sense lncRNAs (6.5%), and 5,898 intronic lncRNAs (68.5%) (Figure 2C). Meanwhile, 2216 annotated lncRNAs were identified. 

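The annotated transcripts comprised 674 of the TEC class (30.4%), a biotype for loci that still need experimental support, and 539 lincRNAs (24.3%). A further 412 were antisense (18.6%), 373 were processed transcripts (16.8%) and 139 were sense intronic (6.27%). The smallest classes were bidirectional promoter lncRNAs with 44 transcripts, misc_RNA with 30, sense overlapping with 4 and 3' overlapping with 1. In all 6 libraries, 2 annotated transcripts were listed at 0.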

After identifying lncRNAs, we used both novel and annotated lncRNAs in the entire analysis. In addition, we discovered that annotated along with novel lncRNAs had fewer exons, a smaller size, and fewer ORFs relative to mRNAs (Figures 2D–F). 

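Among the tested transcripts, 246 of 1546 annotated ones (15.9%) and 200 of 1598 assembled ones (12.5%) were called differentially expressed. The difference was 3.40 percentage points (Fisher's exact test, two-sided, p = 0.00672), with the limit that transcripts are not independent replicates. The expression filter moved this comparison most. With an FPKM of at least 1 required in 3 libraries, 24.8% of the annotated and 38.2% of the assembled transcripts were called, which reversed the direction (Fisher's exact test, p = 5.83e-07). With no filter, 11.2% of the annotated and 2.38% of the assembled transcripts were called, a difference of 8.82 points (Fisher's exact test, p = 5.19e-61). From the 3.40 points it shrank to 0.673 with a pseudocount of 0.1 (Fisher's exact test, p = 0.706). It was 2.08 points without LPS replicate 3 (Fisher's exact test, p = 0.108) and 2.28 points without NS replicate 1 (Fisher's exact test, p = 0.0820).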

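The median FPKM of the tested lncRNA transcripts was 0.735, 0.742 and 0.862 in the 3 LPS libraries and 0.743, 0.864 and 0.897 in the 3 NS libraries. The group means of these medians were 0.780 in LPS and 0.835 in NS, a difference of -0.0550 FPKM (exact permutation test, two-sided, p = 0.2). Over all listed transcripts, zeros included, the difference was -0.0246 FPKM (exact permutation test, p = 0.9), the alternative that moved the p most. With each library left out in turn, the difference stayed between -0.101 and -0.0240 FPKM. These values cover the transcripts of the lncRNA table only, 17 tested ones of the class misc_RNA among them.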

Noteworthy, no remarkable difference in the FPKM distribution between lung tissue from the ALI and control groups was found (Figures 2G–I). The distribution of lncRNAs and mRNA in chromosome is shown in Supplementary Figure S3.

**FIGURE 2:**
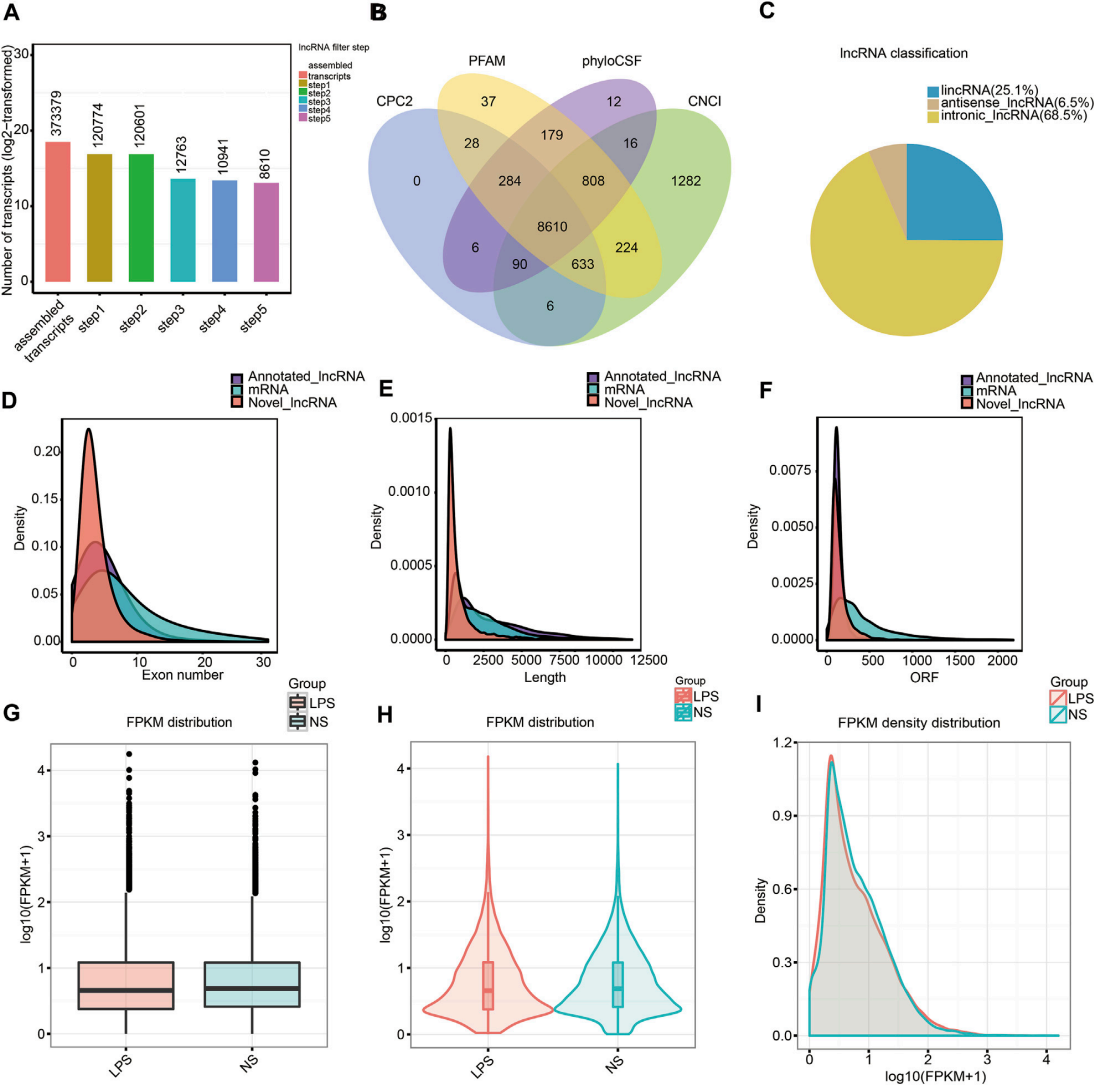
Characterizing lncRNAs along with mRNAs in mouse lung tissue. **(A)** Screening of new lncRNA in five steps. **(B)** Coding underlying analysis using CPC2, CNCI, PFAM, and phyloCSF. The sequences concurrently shared by the above four tools were chosen as candidate lncRNAs. **(C)** Classification of the uncovered lncRNAs. **(D–F)** Density distribution scheme illustrating **(D)** tthe expression characteristics of exon number, **(E)** length, and **(F)** ORF of annotated lncRNAs, new lncRNAs, as well as mRNAs in mouse lung tissue. **(G–I)** Boxplot **(G)**, violin plot **(H)**, and density distribution plot **(I)** revealing the expression characteristics of mouse lung tissue from the ALI group, as well as the control group. LPS, lipopolysaccharide; FPKM, fragments per kilobase of exon per million fragments mapped; NS, no lipopolysaccharide.

### ALI-Triggered Differential Expression and Cluster Analysis of lncRNAs and mRNAs in Lung Tissue

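Of the tested lncRNA transcripts, 1258 had an adjusted p from limma under the threshold, and 446 of these also passed the size threshold. In the ALI group, 290 of the called transcripts were higher and 156 were lower than in the control group. The values of the LPS libraries and of the NS libraries did not overlap for 1599 tested transcripts (50.9%, where chance gives 10%) and for 444 of the called ones. The alternative that moved the count most was the unadjusted p with the ratio of group mean FPKM as the size, which called 1221 transcripts, 597 higher and 624 lower. Leaving out 1 library gave from 402 calls, without LPS replicate 1, to 488, without LPS replicate 2.

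The division into higher and lower transcripts depended on the scaling between libraries. With each library scaled to the same summed FPKM, 240 transcripts were called higher and 241 lower, so that the share called higher went from 65.0% to 49.9%. This scaling also moved the median log2 difference of all tested transcripts from -0.08 to -0.22. The sums rest on few abundant transcripts, and the effect of leaving those out was not tested. Quantile normalization gave 257 higher and 199 lower.

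Assembled and annotated transcripts differed in direction. Of the called assembled transcripts, 171 were higher and 29 lower (85.5% higher), against 119 higher and 127 lower (48.4% higher) of the annotated ones (Fisher's exact test, two-sided, p = 7.23e-17). The shares called higher were 73.2% and 32.0% after scaling to one sum. Assembled lincRNAs made up 145 of the calls, 131 of them higher.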

Based on transcripts per million data, we first uncovered 308 differential expression lncRNA transcripts in the ALI group [*p* < 0.05 along with |log2 (fold change) | > 1], including 195 upregulated and 113 downregulated transcripts, compared to the control group (Figure 3A). Cluster analysis of DE lncRNAs was conducted using a heatmap (Figure 3C). 

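Pearson's correlation of log2(FPKM + 1) across all tested transcripts, not only the differentially expressed ones, lay between 0.923 and 0.938 within the LPS libraries. It lay between 0.861 and 0.896 within the NS libraries, and between 0.516 and 0.651 for pairs with 1 library from each group. The mean was 0.908 within groups and 0.595 between groups. The difference of 0.313 compares with an SD of 0.0298 among the pairs within groups. Spearman's correlation moved the difference most, to 0.507. Average linkage on 1 minus the correlation gave 2 clusters equal to the 2 groups, as it did in all 12 settings tried. The first principal component held 75.5% of the variance and separated the groups, and the second held 9.32%. These correlations are across transcripts, which are not independent replicates.

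**Figure D1:**
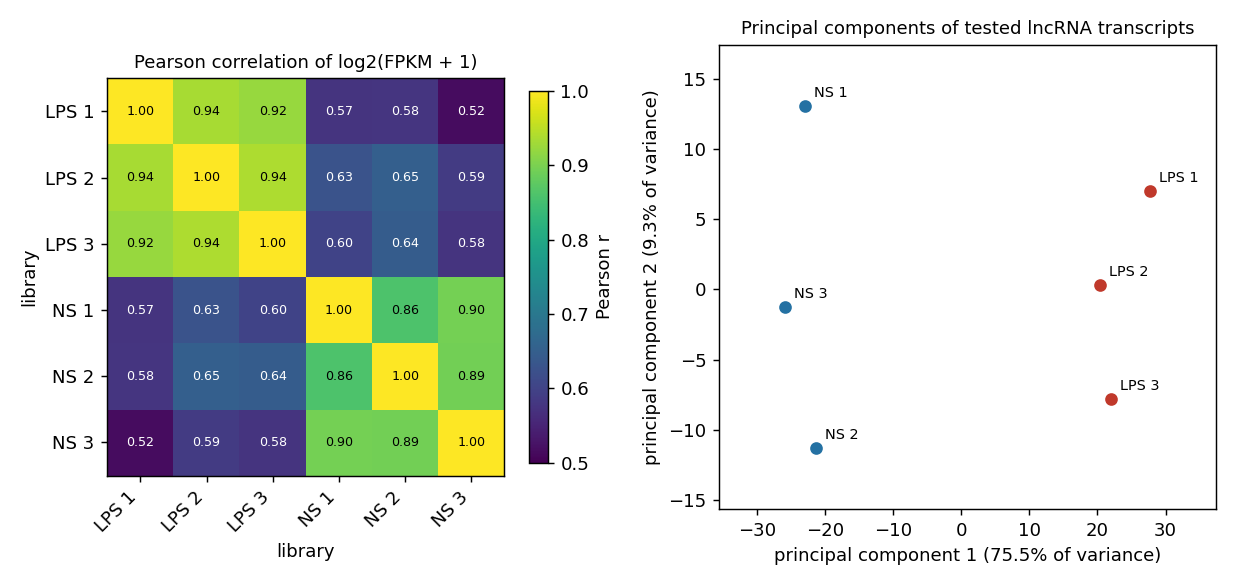
Left, Pearson's correlation of log2(FPKM + 1) between the 6 libraries as a heat map; right, the libraries on the first principal component (75.5% of the variance) and the second (9.32%), with 1 point per mouse. The LPS and NS libraries lie at opposite ends of the first component.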

We used FPKM values to evaluate the mRNA contents. A total of 3,357 differential expression mRNA transcripts were uncovered in the ALI group, including 1,442 upregulated and 1,915 downregulated mRNAs [*p* < 0.05 along with |log2 (fold change) | > 1] (Figure 3B). The cluster analysis of DE mRNAs is shown in Figure 3D. The top 10 upregulated and top 10 downregulated lncRNAs in the ALI group are listed in Supplementary Table S1, and the top 20 upregulated along with top 20 downregulated mRNAs in the ALI group are showed in Supplementary Table S2. These data indicate that the expression level of lncRNAs and mRNAs was distinguishable and variable between both groups, and might contribute to the progression of ALI.

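Of the 20 lncRNAs of Table S1, 19 were called in the direction the table gives, with adjusted p from limma between 1.88e-05 and 0.00102. The same 19 passed when the p-values were adjusted over the list alone, which is not independent evidence, since the list was chosen on these libraries. The fold changes of Table S1 equal the log2 ratio of the group mean FPKM of the deposited values to within 1e-09. The lncRNA of the list that was not called was LNC_002227, with 0, 49.2 and 21.3 FPKM in the LPS libraries and 0, 0.050 and 0 in the NS libraries. It reached the expression filter in 2 libraries only and was not tested. Without the filter its log2 difference was 3.35 (limma adjusted p = 0.0553). Its locus lists 10 transcripts, and their summed FPKM in LPS replicate 1 was 1231.

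The largest rise on the list on the log2(FPKM + 1) scale was that of LNC_004353, although its rise as a ratio of group mean FPKM was the smallest of the 10 upregulated lncRNAs. It was at 72.5 ± 21.5 FPKM (SD, n = 3 mice) in LPS and 0.546 ± 0.318 (SD, n = 3) in NS. Its log2 difference was 5.55 (standard error 0.26, limma adjusted p = 2.11e-05). LNC_005838 was at 32.7, 28.5 and 30.8 FPKM in LPS and at 0, 0 and 0.509 in NS (log2 difference 4.78, limma adjusted p = 1.88e-05). RP23-349B4.7 (ENSMUST00000173070.7) lies on chromosome 17 from 34950241 to 34952471, in the gene 1110038B12Rik, which also holds snoRNA genes. It was at 7.49 ± 2.24 FPKM (SD, n = 3) in LPS and 0.0369 ± 0.0186 (SD, n = 3) in NS. Its log2 difference was 3.00, while 3 other listed transcripts of the gene rose by 1.14, 1.32 and 0.45. Of these 3, the first was no longer called under scaling to one sum (0.86) or quantile normalization (0.68), and the last was not called. LNC_003940 and LNC_001870 rose by 1.62 and 2.36.

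Among the falls, CH36-125B10.3 (ENSMUST00000145030.1; chromosome 17, 13675662 to 13683497) changed by -2.00 on the log2 scale (limma adjusted p = 0.000259). A second listed transcript of that gene changed by -0.13 and was not called. RP23-68N11.1 (chromosome 7, 129658928 to 129731647) changed by -1.63 and RP23-57F11.3 (chromosome 11, 102619796 to 102624416) by -1.57. RP24-544N15.3 (ENSMUST00000229383.1; chromosome 15, 81242660 to 81247968) changed by -1.52. In all 4, each NS library was above each LPS library. From the differing levels of lncRNAs and mRNAs, of which only the lncRNAs were analysed here, the paper reasons that expression was distinguishable between the groups, and it proposes a contribution to the progression of ALI.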

**FIGURE 3:**
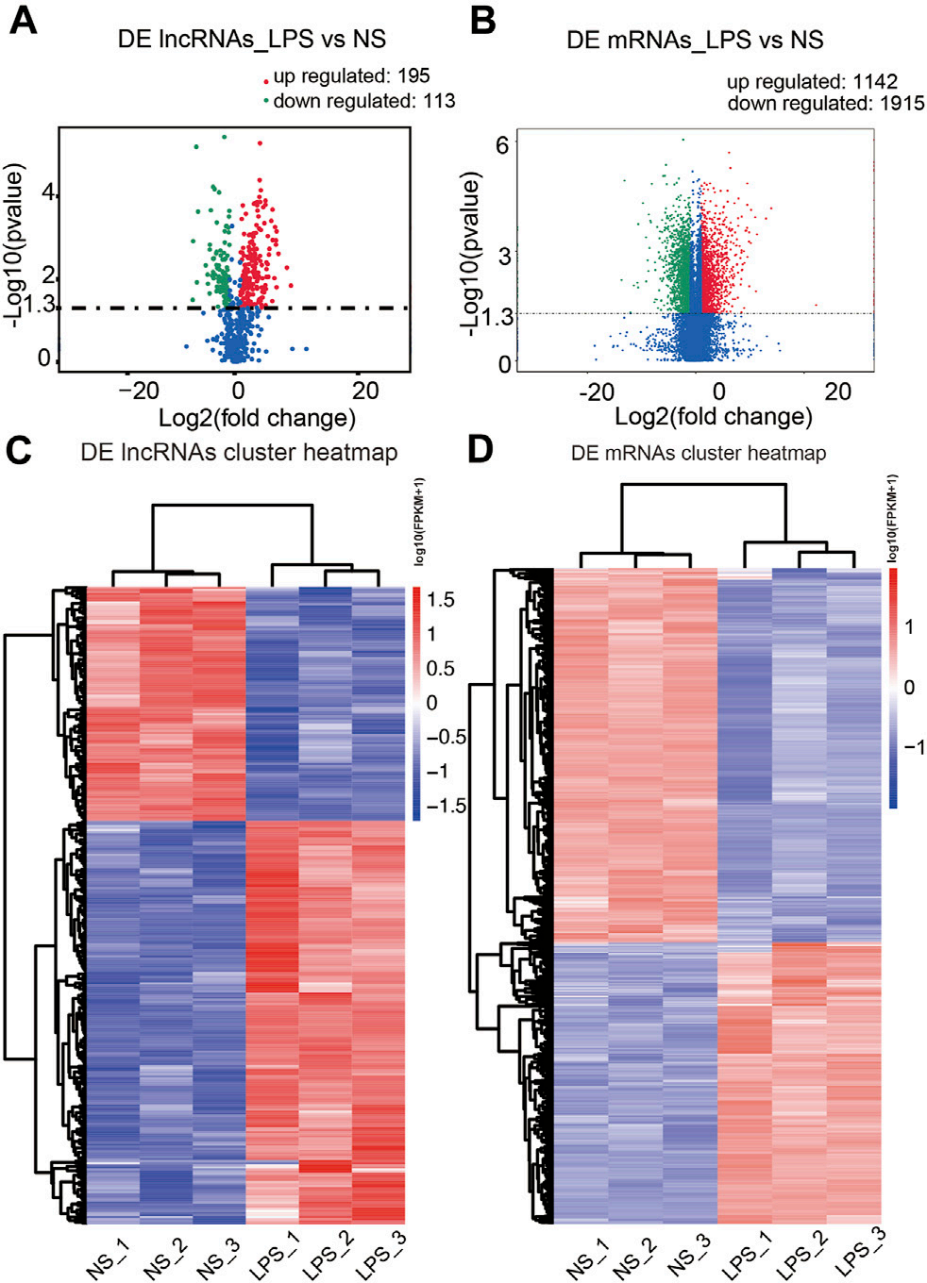
Comparison of the levels of lncRNAs and mRNAs in mouse lung tissues. **(A, B)** The volcano plots presenting the uncovered DE lncRNAs along with mRNAs in lung tissue from the ALI and control groups [*p* < 0.05 along with |log2 (fold change) | > 1.0]. Red designates upregulated genes, while green designates downregulated genes. **(C, D)** Hierarchical cluster analysis of the DE lncRNAs along with mRNAs in the ALI and control groups. Red, upregulated genes; blue, downregulated genes. LPS, lipopolysaccharide; NS, no lipopolysaccharide; DE, differentially expressed.

### qPCR Validation of the DE lncRNAs

To verify the accuracy and credibility of the RNA-seq results and come up with a basis for further research, top 5 up-regulated and down-regulated DE lncRNAs were selected for RT-qPCR analysis. 

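Of the 10 lncRNAs of Figure 4, 9 were called in the sequencing data in the direction that Table S1 gives, with adjusted p from limma between 4.47e-05 and 0.000894. LNC_002227 was not tested. LNC_006985 was at 10.1, 9.08 and 18.8 FPKM in LPS and at 0, 0.046 and 0 in NS (log2 difference 3.68, limma adjusted p = 9.71e-05). LNC_005406 was at 7.34, 3.63 and 4.40 FPKM in LPS and at 0, 0.055 and 0 in NS (log2 difference 2.54). LNC_005075 was at 6.94, 4.74 and 4.94 FPKM in LPS and at 0, 0.076 and 0 in NS (log2 difference 2.66). LNC_005443 was at 2.02 ± 0.890 FPKM (SD, n = 3) in LPS and 0.00927 ± 0.00562 (SD, n = 3) in NS, a log2 difference of 1.54.

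Of the downregulated lncRNAs, LNC_006646 was at 0.069, 0 and 0 FPKM in LPS and at 6.33, 7.42 and 2.55 in NS (log2 difference -2.56). Crnde (ENSMUST00000179222.1; chromosome 8, 92346932 to 92355869) was at 0, 0.030 and 0 FPKM in LPS and at 2.14, 1.92 and 2.59 in NS (log2 difference -1.67). Of its other tested transcripts, ENSMUST00000180102.7 was called at -1.41, and ENSMUST00000034183.9 changed by -0.37 and was not called. RP23-451K23.3 (chromosome 13, 31072730 to 31077845) was at 0.0192 ± 0.00884 FPKM (SD, n = 3) in LPS and 2.86 ± 0.0727 (SD, n = 3) in NS, a log2 difference of -1.92. LNC_006493 was at 0.132, 0 and 0.089 FPKM in LPS and at 5.35, 11.9 and 13.3 in NS (log2 difference -3.30). LNC_006842 was at 0.059, 0 and 0 FPKM in LPS and at 2.37, 2.09 and 2.62 in NS (log2 difference -1.72).

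The primer sequences were searched for exact matches in all GENCODE M21 transcripts. Sense and antisense below assume that the primer named forward has the strand of the lncRNA. Table 1 lists no pair for LNC_005075. Those of Crnde and RP23-451K23.3 lay on the transcripts they are named for. The pair of LNC_006985 faced each other on Saa3, antisense to it, and the pair of LNC_006493 on Inmt, also antisense. The pair of LNC_006646 faced each other on Klhdc7a in its sense direction, and 35 transcripts of 23 genes held at least 1 of its primers. The pair of LNC_005406 faced each other on the lincRNA gene Gm26809, antisense to it. For LNC_002227, 14 transcripts of 8 genes held 1 primer and none held both. The pairs of LNC_005443 and LNC_006842 matched no annotated transcript.

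**Figure D2:**
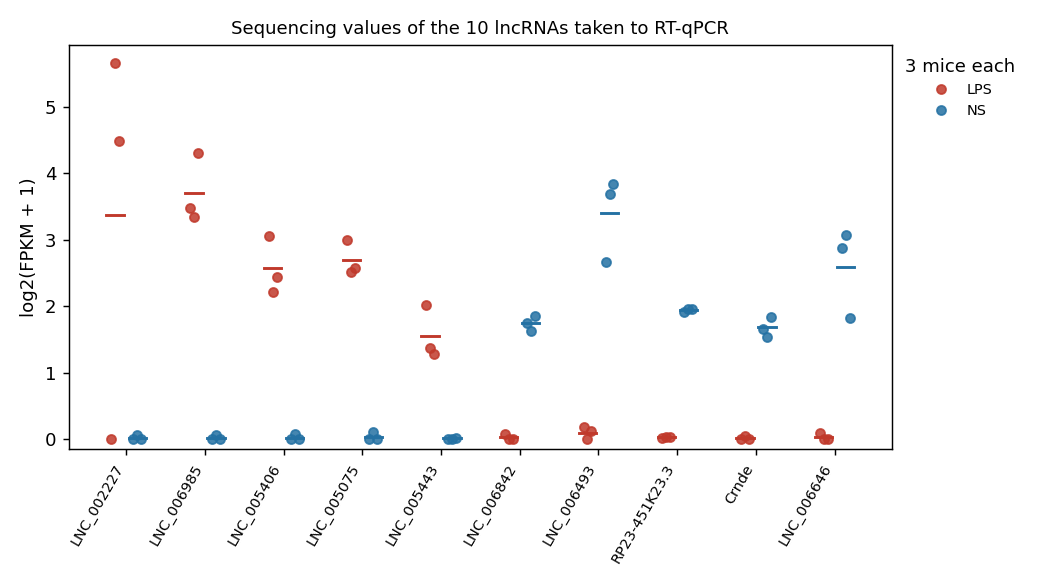
FPKM of the 10 lncRNAs of Figure 4 in the sequencing libraries, on the log2(FPKM + 1) scale, with 1 dot per mouse (red, LPS; blue, NS; 3 mice each) and a bar at each group mean. The groups overlap for LNC_002227 alone.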

As shown in Figure 4, next-generation sequencing data were congruent with the RT-qPCR data regarding expression levels of the verified lncRNAs, indicating the high quality, as well as validity of RNA-seq data.

**FIGURE 4:**
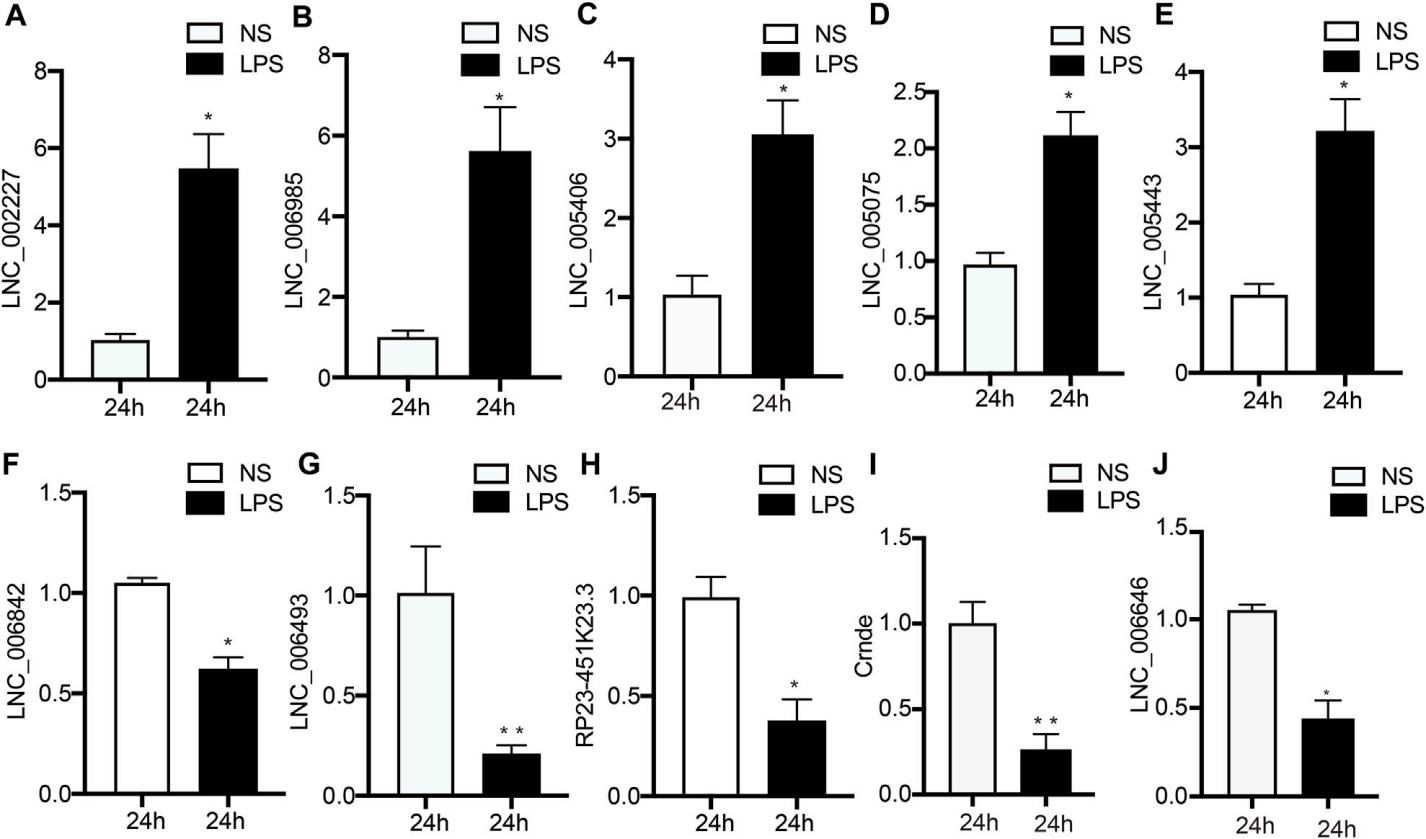
Validation of DE lncRNA expression using RT‐qPCR. **(A–I)** Changes in lncRNA expression were confirmed for DE lncRNAs in the LPS and NS groups by RT‐PCR. Data are given as the mean ± SEM (*n* = 12); *p < 0.05; **p < 0.01. LPS, lipopolysaccharide; NS, no lipopolysaccharide.

### Establishment of a lncRNA-miRNA-mRNA Modulatory Network

We built ceRNA networks based on 308 DE lncRNAs and 3357 DE mRNAs. According to miRanda, among 175 DE lncRNAs were predicted to bind to 22 miRNAs and 209 mRNAs. The regulatory network was shown by Cytoscape software (Version 3.8.0) (Figure 5). Due to the presence of binding sites between lncRNAs and miRNAs, lncRNAs could indirectly modulate mRNA via competitively docking to miRNA, acting as a miRNA sponge. These RNA cross talks may provide a new perspective on the pathogenesis of ALI.

**FIGURE 5:**
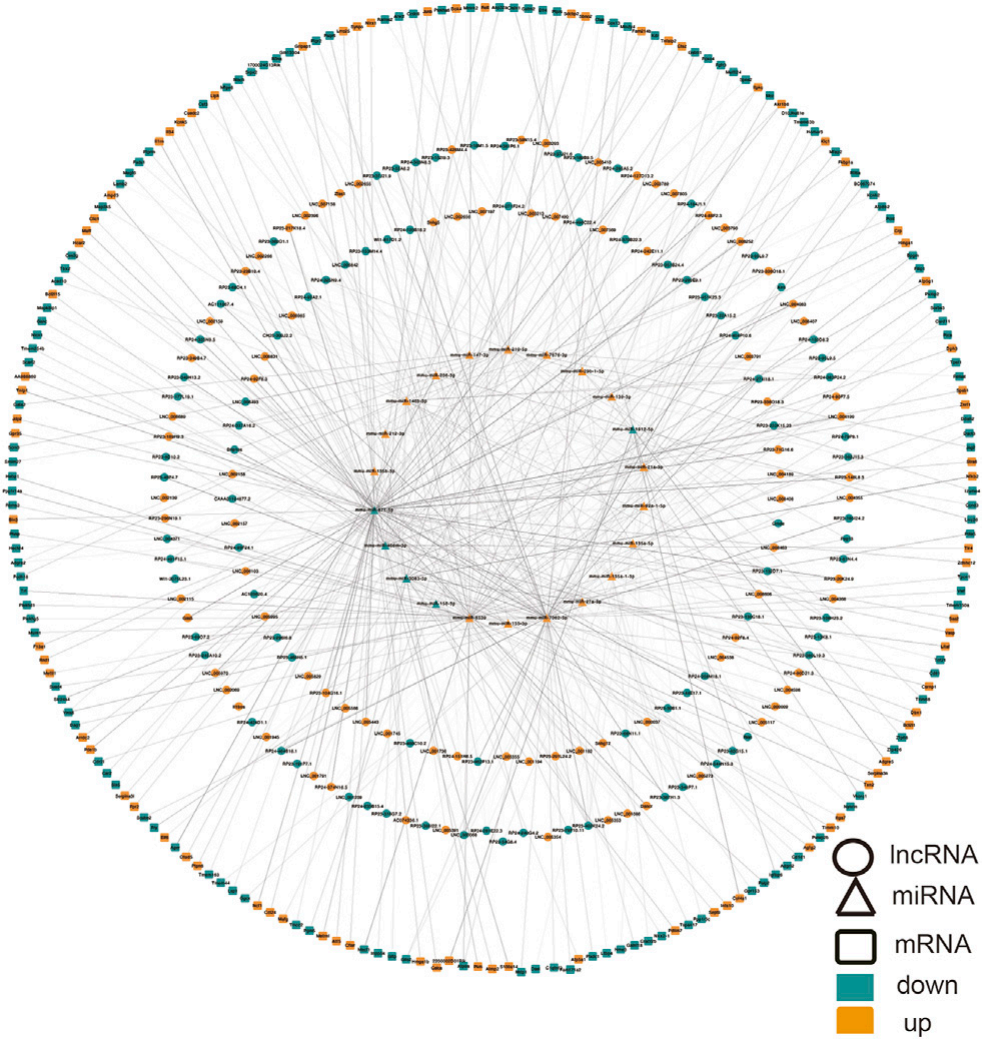
CeRNA network in ALI involving lncRNA-miRNA-mRNA. Ellipse, DElncRNA; triangle, DEmiRNA; rounded rectangle, DEmRNA. Red node, upregulation; blue node designates downregulation. miRNA, microRNA; ceRNA, competing endogenous RNA; DE, differentially expressed, lncRNA, long non-coding RNA.

### Pathway and Functional Enrichment Analyses

The functions performed by lncRNA-related ceRNA networks are reflected in the associated mRNA genes. GO assessments were conducted on these genes, and 1,207 GO terms were discovered to be remarkably enriched (*p* < 0.05). The top 10 highly enriched GO terms of biological process (BP), cellular component (CC), and molecular function (MF) are shown in Figure 6A and Supplementary Table S4. GO data revealed that the most remarkably enriched terms were “inflammatory response,” “developmental process,” and “positive regulation of cellular process” in BP. Several other ALI-related terms were also observed, such as “cell differentiation,” “cell proliferation,” “cell death,” “MyD88-dependent toll-like receptor signaling pathway,” and “metabolic process.” Regarding CC, “cell junction,” “extracellular matrix,” and “cytoplasm” were obviously enriched terms, while “protein binding,” “receptor binding,” and “growth factor binding” were remarkably enriched in MF. KEGG cascade analysis was performed to establish the signaling cascades in which the related mRNAs participate. Ten remarkably enriched pathways were obtained (*p* < 0.05; Figure 6B and Supplementary Table S5). Among these, “NF-kappa B signaling pathway,” “PI3K-Akt signaling cascade,” “B cell receptor signaling pathway,” and “Galactose metabolism” are associated with the development of ALI. Additionally, other pathways, such as “Apoptosis,” “HIF-1 signaling pathway,” “MAPK signaling pathway,” “Jak-STAT signaling pathway,” “Notch signaling pathway,” “Rap1 signaling pathway,” “Ras signaling pathway,” “p53 signaling pathway,” “TGF-beta signaling pathway,” “TNF signaling pathway,” along with “FoxO signaling pathway,” were also seen to be enriched. Although these enrichment pathways were not statistically significant, several previous studies had reported significant changes of these signal pathways in the ALI. Therefore, we think that these pathways still need further explorations in the following research. All in all, the LncRNA-linked ceRNA network involves in the pathological process of ALI in different ways.

**FIGURE 6:**
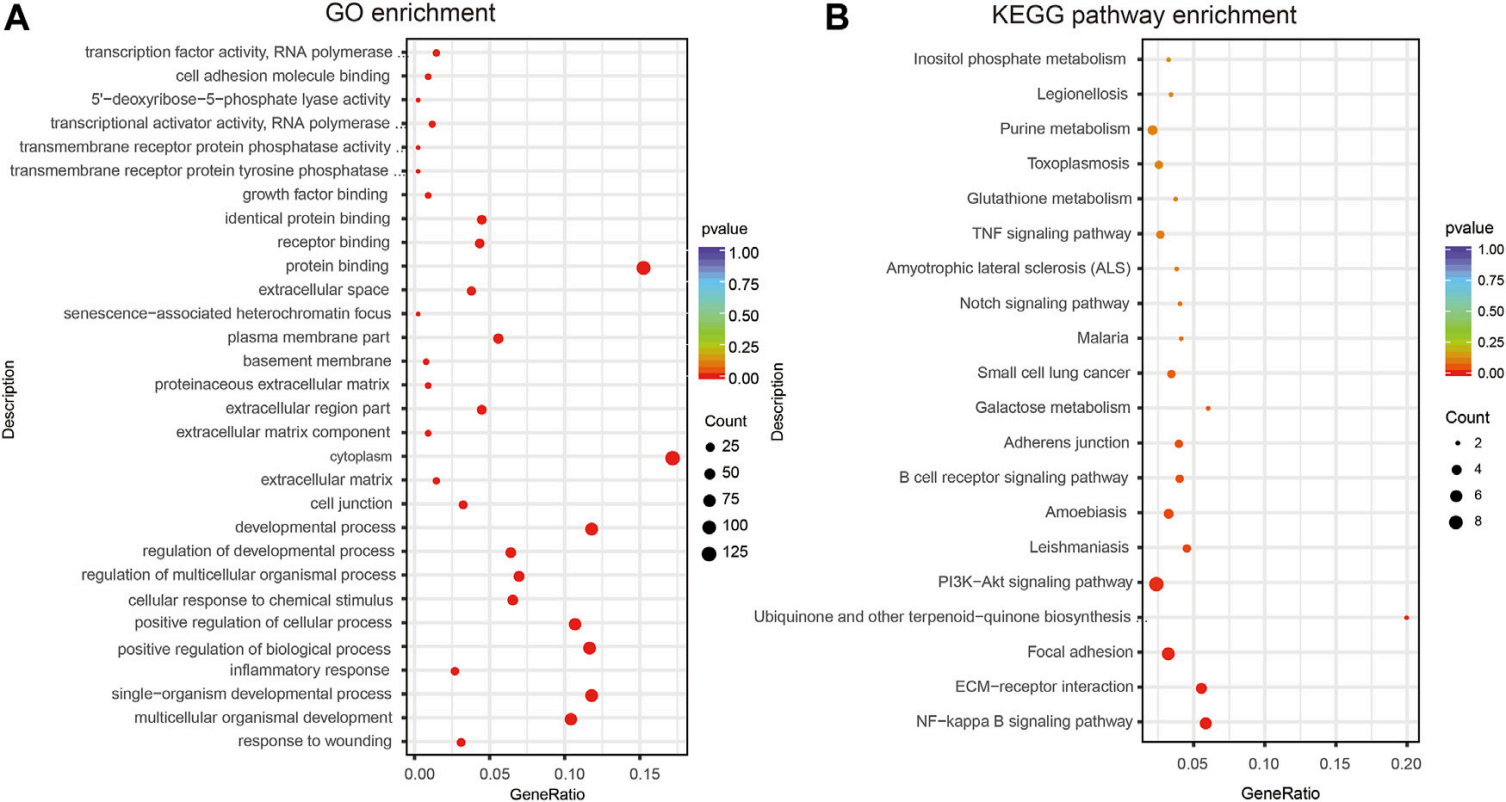
GO and KEGG analyses of DEmRNAs of the ceRNA network. **(A)** Ten most abundant GO terms (BP, CC, and MF) related to DEmRNAs participating in ceRNA network. **(B)** Twenty most enriched KEGG cascades related to DEmRNAs participating ceRNA network. BP, biological process; LPS, lipopolysaccharide; NS, no lipopolysaccharide; DE, differentially expressed; CC, cellular component.

### PPI Network Creation and Hub Gene Analysis

By removing disconnected nodes, a PPI network was created, constituting 33 nodes and 24 edges, to observe the cross talks between the 209 mRNAs (Figure 7A). Given the importance of hub genes in a network, we used an MCODE method to screen hub genes from the PPI network. One subnetwork with three nodes and three edges was identified (k-core = 2; Figure 7B), which revealed the key role of the three genes (Tbx2, Nkx2-1, and Atf5) in ALI. The expression of Tbx2 and Nkx2-1 decreased, whereas that of Atf5 increased in ALI. Thereafter, a lncRNA-miRNA-hub gene network was created to describe the associations among the five most important DE lncRNAs, miRNAs and hub genes (Figure 8). 

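The lncRNA entries of Figure 8, 15 in all, hold 14 distinct names, since RP23-462P13.1 appears in 2 of them. The table lists 17 transcripts under these names, 12 of downregulated and 5 of upregulated lncRNAs. All 17 changed in the direction the paper gives, without overlap between the LPS and NS libraries, and 16 were called (limma adjusted p between 9.08e-05 and 0.00228). The same 16 passed with adjustment over the list alone, which is not independent evidence here. The exception, ENSMUST00000156538.7 of RP23-46P4.7, passed the adjusted p but not the size threshold. Requiring an FPKM of at least 1 in 3 libraries moved the count most among the alternatives set beforehand, to 14. Leaving out NS replicate 2 gave 15, since ENSMUST00000229239.1 of RP23-195I24.2 then changed by -0.97.

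**Figure D3:**
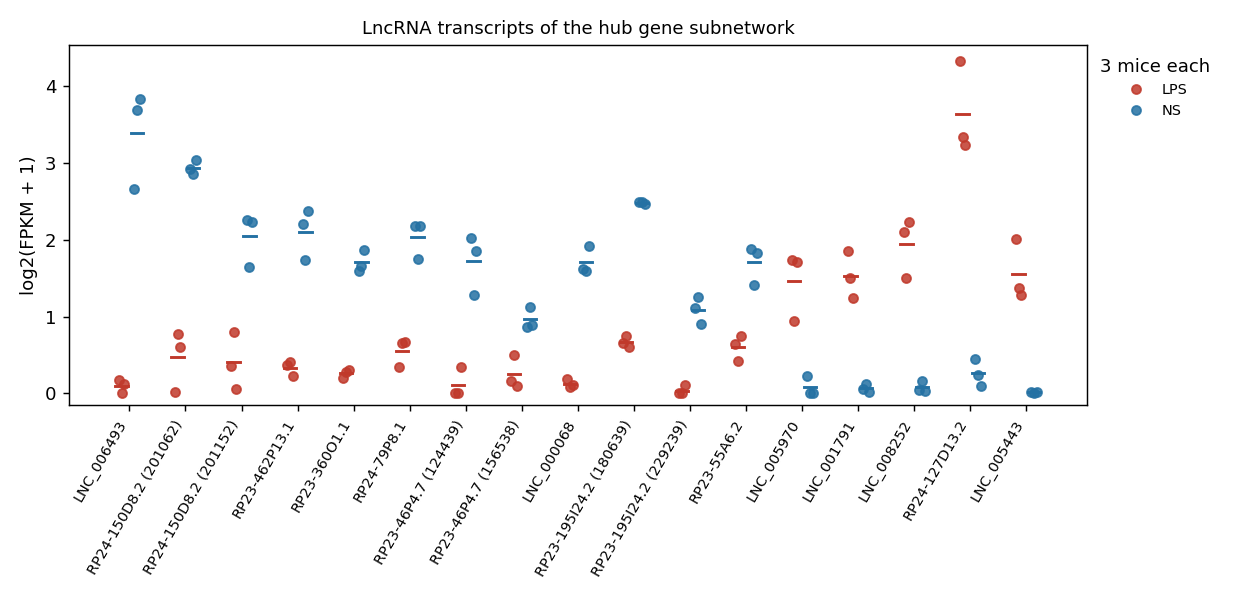
FPKM of the 17 listed transcripts of the subnetwork lncRNAs on the log2(FPKM + 1) scale, with 1 dot per mouse (red, LPS; blue, NS; 3 mice each) and a bar at each group mean. Digits in brackets are the last 6 digits of the transcript identifier, and the groups do not overlap for any of the transcripts.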

Meanwhile, we verified the expression levels of 6 lncRNAs, 3 miRNAs, and 3 mRNAs of the ceRNA sub-network. As shown in Supplementary Figure S4, the expression level of the next-generation sequencing data was consistent with that of RT-qPCR data, which further demonstrated the quality and validity of RNA-seq data.

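Table S3 gives primers for RP24-150D8.2, RP23-46P4.7, LNC_000068 and RP24-127D13.2. RP24-150D8.2 is named Gm43050 in GENCODE M21. Its transcript ENSMUST00000201062.1 (chromosome 5, 119828448 to 119831920) was at 0.416 ± 0.359 FPKM (SD, n = 3) in LPS and 6.69 ± 0.506 (SD, n = 3) in NS, a log2 difference of -2.47 (standard error 0.21, limma adjusted p = 0.000215). Its transcript ENSMUST00000201152.1 (119831030 to 119831791), the only one holding both primers, was at 0.358 ± 0.356 FPKM (SD, n = 3) and 3.21 ± 0.947 (SD, n = 3), a log2 difference of -1.64.

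RP23-46P4.7 is Gm14207 on chromosome 2. ENSMUST00000124439.1 (119321343 to 119325564), which holds both primers, was at 0, 0 and 0.268 FPKM in LPS and at 3.08, 1.42 and 2.62 in NS (log2 difference -1.61). ENSMUST00000156538.7 (119321187 to 119326194), which holds 1 primer and overlaps an exon of Dll4 on the opposite strand, was at 0.200 ± 0.189 FPKM (SD, n = 3) in LPS and 0.957 ± 0.202 (SD, n = 3) in NS. Its log2 difference of -0.71 passed the size threshold with a pseudocount of 0.1 (-1.97) or 0.5 (-1.08) and as the ratio of group mean FPKM (-2.26).

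LNC_000068, whose primers matched no annotated transcript, was at 0.0892 ± 0.0387 FPKM (SD, n = 3) in LPS and 2.29 ± 0.424 (SD, n = 3) in NS, a log2 difference of -1.59. RP24-127D13.2 (Gm37347; chromosome 1, 40088511 to 40091581) is a single-exon TEC transcript that holds both its primers and lies in an intron of Il1r2 on the same strand. It was at 12.2 ± 5.94 FPKM (SD, n = 3) in LPS and 0.205 ± 0.145 (SD, n = 3) in NS, a log2 difference of 3.37 (standard error 0.29, limma adjusted p = 0.000223) that stayed between 3.03 and 3.57 with each library left out.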

**FIGURE 7:**
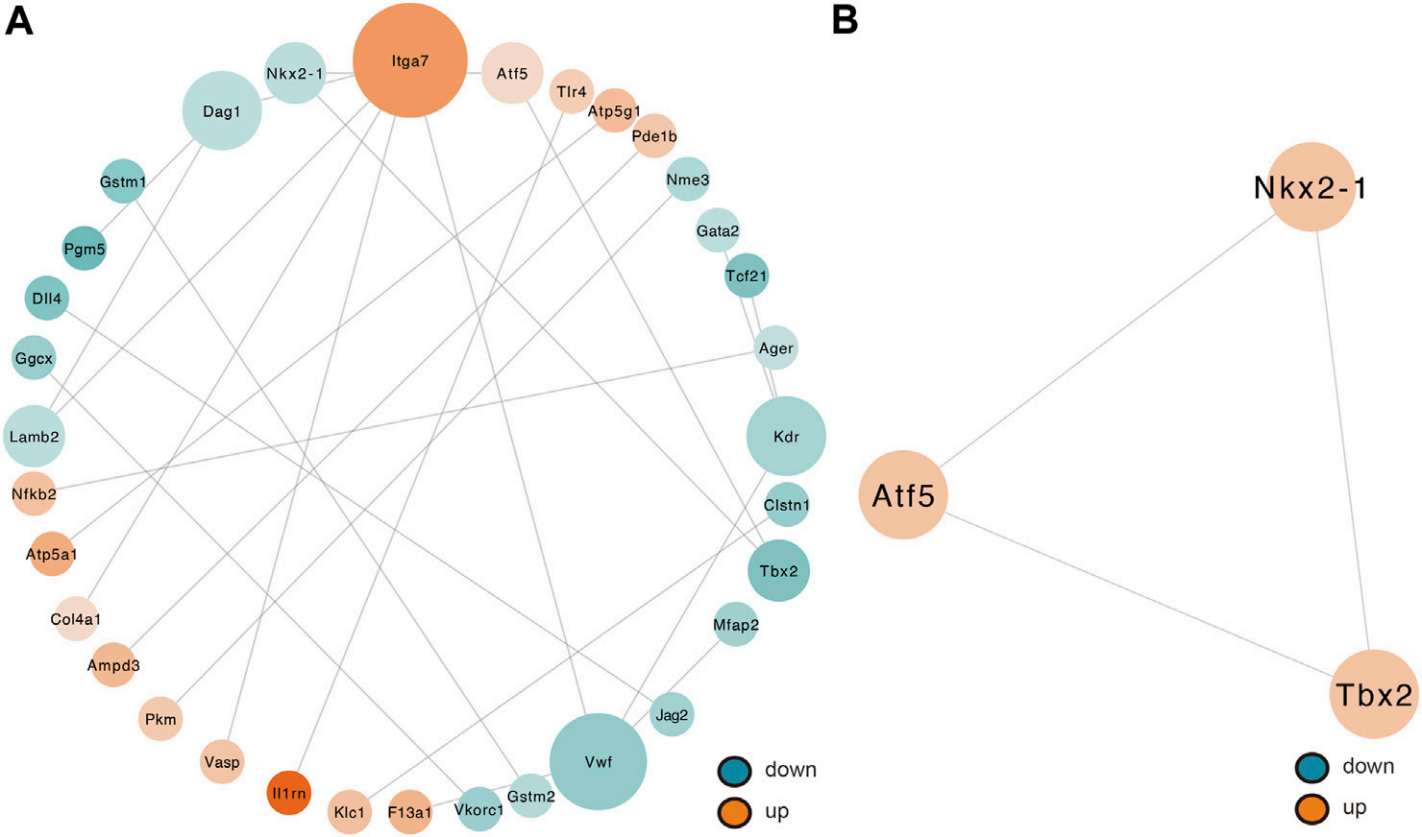
Determination of hub genes from the PPI network by the MCODE algorithm. **(A)** PPI networks of 209 target genes that play an indispensable role in ALI. This network makes up 33 nodes and 24 edges. The node color shifts from green to red gradually in ascending order, basing on the log2 (fold change) of genes. The node size shifts from small to large gradually in ascending order, basing on neighbored gene numbers per gene. **(B)** PPI network with the three hub genes isolated from **(A)**. This network makes up of three nodes and three edges. PPI, protein–protein interaction; MCODE, Molecular Complex Detection.

**FIGURE 8:**
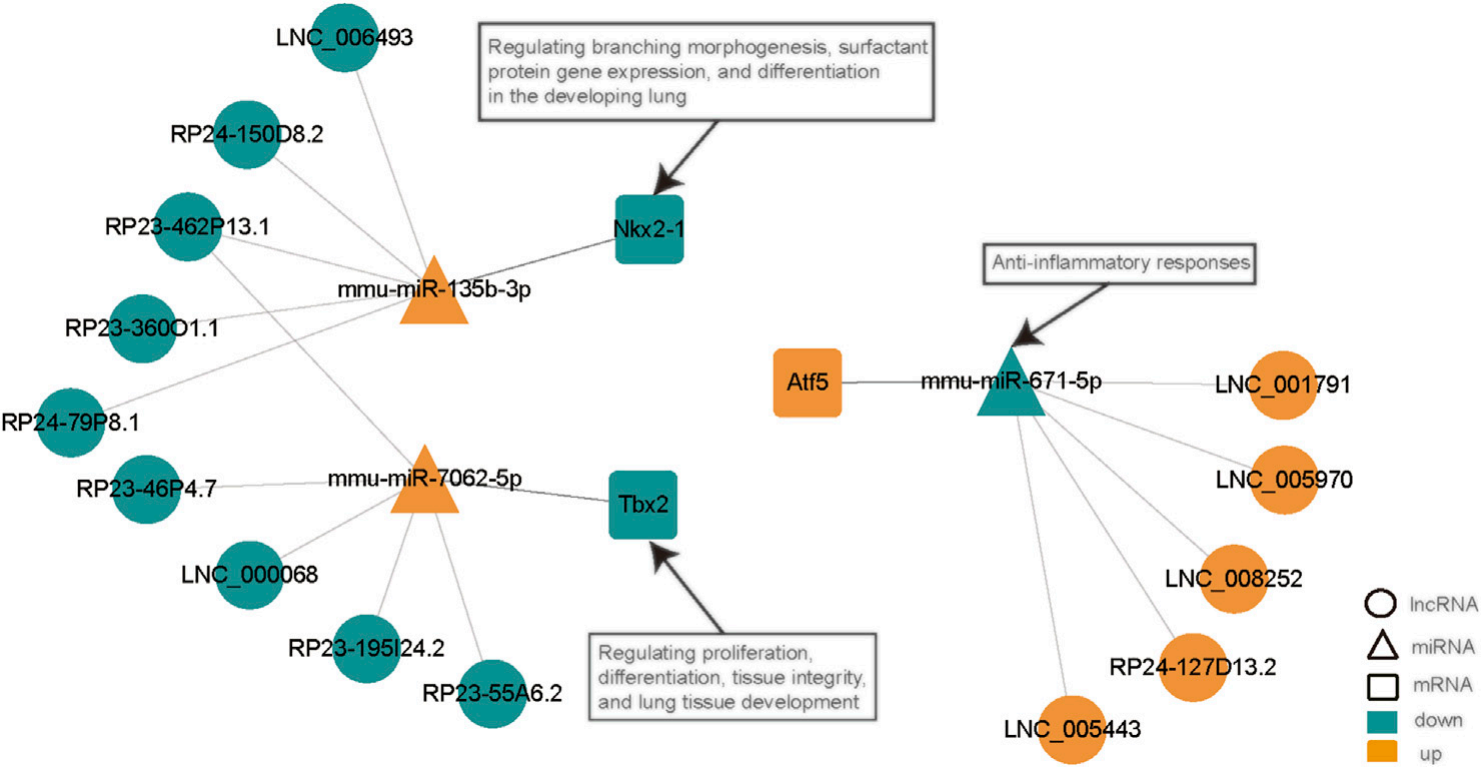
LncRNA-miRNA-hub gene network. This network, constituting 15 lncRNAs, 3 miRNAs, and 3 hub genes, was generated with Cytoscape (3.8.0). Ellipse, lncRNA; triangle, miRNA; rounded rectangle, mRNA. Red nodes, upregulation; dark green nodes, downregulation. LPS, lipopolysaccharide; ceRNA, competing endogenous RNA; NS, no lipopolysaccharide; lncRNA, long non-coding RNA; DE, differentially expressed; miRNA, microRNA.

## Discussion

ALI and its aggressive form—acute respiratory distress syndrome—are remarkable factors of morbidity and mortality in patients with critical disease (Rubenfeld et al., 2005). Although the mechanism of lung injury varies according to its cause, epithelial and endothelial cell damage has been shown to be a critical factor in the onset and progress of ALI/acute respiratory distress syndrome (Tomashefski, 2000). LncRNAs remarkably influence many complicated human diseases, including lung injury (Li et al., 2018; Li et al., 2020). However, the accurate mechanism of lncRNAs in LPS-triggered ALI is not fully elucidated. Our study may unveil the lncRNA expression profile in LPS-triggered ALI and identify and analyze relevant lncRNAs and their connections using bioinformatics.

Unrecognized for a long time, lncRNA has undergone a significant breakthrough given the emergence of high-throughput sequencing and is now considered as a research hot point in the field of medicine. In this study, 8,610 lncRNA were selected in LPS-induced ALI by high-throughput sequencing. We summarized expression patterns and conducted a bioinformatics analysis of lncRNAs that may be participate in the pathogenesis of ALI. We identified 308 DE lncRNAs by screening [*p* < 0.05, |log2 (fold change) | > 1]. According to bioinformatics tools for target prediction, among 308 DE lncRNAs, 175 conformed to ceRNA network rules. A lncRNA-miRNA-mRNA ceRNA network was created. We also generated a model PPI network with DE mRNAs. In addition, we established a lncRNA-miRNA-hub gene subnetwork in the light of modulatory modules uncovered in the miRNA-lncRNA-mRNA network. Next, top 5 up-regulated and down-regulated DE lncRNAs were chosen for RNA-seq data verification using RT-qPCR. The results herein suggests that lncRNAs levels might take participate in the onset and progress of ALI.

To elucidate the biological role and possible mechanisms of lncRNAs in ALI pathogenesis, GO along with KEGG pathway analyses were conducted, which revealed a close relationship with: the inflammatory response; developmental process; positive modulation of the cellular process; cell proliferation, differentiation, migration, and death; MyD88-dependent toll-like receptor signaling cascade; and metabolic process. ALI disrupts the alveolar epithelium, leading to inflammation, an important feature of ALI pathology (Standiford et al., 1991; Jin and Dong, 2013). Moreover, the chronic induction of developmental cascades in aging is bound up with numerous lung pathologies (Königshoff et al., 2008; Selman et al., 2008; Chanda et al., 2016; Joannes et al., 2016). Most of these developmental cascades remain inactive in the adult, however are stimulated during injury repair, being considered an important factor in epithelial repair during lung injury (Selman et al., 2008). Yang et al. revealed that lipoxin A4 alleviates lung injury by stimulating epithelial cell proliferation (Yang et al., 2019). Sun et al. found that TAZ is a key factor in AECIIs to AECIs differentiation and, therefore, in maintaining alveolar integrity after injury (Sun et al., 2019). Cell migration, as well as growth are indispensable for a normal embryonic development, angiogenesis, immune system function, and repair of lung epithelial wounds after injury (Liu et al., 2019). Furthermore, multiple genes and signaling pathways, including the NF-kappa B (Gross et al., 2018; Wu et al., 2018), PI3K-Akt (Meng et al., 2018; Zhou et al., 2018), and B cell receptor (Han et al., 2014) signaling pathways and galactose metabolism (Bucior et al., 2013), have been repeatedly reported in ALI studies. Some other pathways, such as apoptosis and the HIF-1, MAPK, Jak-STAT, Notch, Rap1, Ras, p53, TGF-beta, TNF (Lai et al., 2019), and FoxO (Seiler et al., 2013) signaling cascades, have also been found to be enriched. Apoptosis is deemed as directly bound up with the severity of ALI, according to several studies focused on the development and manifestations of ALI (Ferrari and Andrade, 2015; Tian et al., 2017). For instance, remarkable apoptosis of the alveolar epithelial cells of type II has been illustrated to be the cause of impaired epithelial barrier function, as well as remodeling of certain mesenchymal cells in ALI (Bardales et al., 1996). McClendon et al. revealed that HIF-1a is stimulated in alveolar epithelial type II cells following lung injury and enhances proliferation along with migration during repair (McClendon et al., 2017). Pan et al. suggested that miR-124 alleviates the symptoms of ALI through dampening the induction of the MAPK signaling cascade *via* successive targeting of MAPK14 (Pan et al., 2019). In addition, Zhao et al. demonstrated the protective influence of repressing STAT3 activity in LPS-triggered ALI (Zhao et al., 2016; Jin et al., 2018). Another research illustrated that Notch signaling is stimulated in alveolar epithelial type II cells following alveolar injury and that DLK1-triggered Notch repression is necessary for complete AECIIs to AECIs transformation and alveolar repair (Finn et al., 2019).

Herein, all DE lncRNAs were found to contain miRNA response elements that sponge different miRNAs. The transcripts showing the greater differences in expression were screened out based on the top five most remarkable DE lncRNAs with the potential to form a lncRNA—miRNA-hub mRNA modulatory network. Among those lncRNAs, LNC_006493, RP24-150D8.2, RP23-462P13.1, RP23-360O1.1, and RP24-79P8.1 were found to be downregulated and predicted to bind to mmu-miR-135b-3p, which was upregulated in this study. 

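RP23-462P13.1 (Gm37161; chromosome 1, 125919266 to 125921962) is a single-exon TEC transcript inside an intron of Nckap5 on the same strand. It was at 0.259 ± 0.0821 FPKM (SD, n = 3) in LPS and 3.38 ± 0.942 (SD, n = 3) in NS, a log2 difference of -1.78 (limma adjusted p = 0.000407). RP24-79P8.1 (Gm43281; chromosome 5, 66916008 to 66918711) is a single-exon TEC transcript inside an intron of Limch1 on the same strand. Its FPKM was 0.475 ± 0.177 (SD, n = 3) in LPS and 3.14 ± 0.672 (SD, n = 3) in NS, a log2 difference of -1.48 (limma adjusted p = 0.000623). RP23-360O1.1 (Gm13111; chromosome 4, 154637576 to 154644724) is annotated as antisense. It was at 0.200 ± 0.0456 FPKM (SD, n = 3) in LPS and 2.28 ± 0.341 (SD, n = 3) in NS, and its log2 difference of -1.44 stayed between -1.50 and -1.36 with each library left out.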

Meanwhile, the downregulated RP23-46P4.7, LNC_000068, RP23-462P13.1, RP23-195I24.2, and RP23-55A6.2 were predicted to positively regulate the function of mmu-miR-7062-5p. In addition, LNC_005970, LNC_001791, LNC_008252, RP24-127D13.2, and LNC_005443 were found to be upregulated and predicted to bind mmu-miR-671-5p, which was downregulated in this study. miR-671-5p has been shown to be linked to anti-inflammatory responses. 

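RP23-195I24.2 is A330009N23Rik on chromosome 15. Its transcript ENSMUST00000180639.2 (101221195 to 101224121) was at 0.589 ± 0.0794 FPKM (SD, n = 3) in LPS and 4.59 ± 0.0647 (SD, n = 3) in NS, a log2 difference of -1.82 (standard error 0.12, limma adjusted p = 9.08e-05). Its transcript ENSMUST00000229239.1 (101222025 to 101224777) partly overlaps Grasp on the opposite strand, outside the exons of the protein-coding Grasp transcripts. This transcript was at 0, 0 and 0.074 FPKM in LPS and at 1.17, 1.39 and 0.869 in NS. Its log2 difference was -1.06 (limma adjusted p = 0.000552). AU021063 shares 36.5% and 22.2% of the 31-base words of these transcripts. RP23-55A6.2 (Gm48074; chromosome 10, 61379414 to 61381048) is a single-exon TEC transcript inside an intron of Pald1 on the same strand. It was at 0.530 ± 0.174 FPKM (SD, n = 3) in LPS and 2.30 ± 0.557 (SD, n = 3) in NS, a log2 difference of -1.10 (limma adjusted p = 0.00186).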

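LNC_005970 was at 2.34, 0.913 and 2.28 FPKM in LPS and at 0.173, 0 and 0 in NS, a log2 difference of 1.39 (standard error 0.23, limma adjusted p = 0.00228). LNC_001791 was at 1.94 ± 0.635 FPKM (SD, n = 3) in LPS and 0.0478 ± 0.0393 (SD, n = 3) in NS, a log2 difference of 1.47 (limma adjusted p = 0.0006). LNC_008252 was at 2.94 ± 0.978 FPKM (SD, n = 3) in LPS and 0.0570 ± 0.0514 (SD, n = 3) in NS, a log2 difference of 1.87 (limma adjusted p = 0.000482). These 3 assembled transcripts have no positions in the table, so overlap with other genes was not examined.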

Lien et al. showed that inhibition of miR-671-5p in orbital fat-originated stem cells enhances the anti-inflammatory response in LPS-triggered ALI (Lien et al., 2014). Notably, miR-135b-3p and miR-7062-5p have not been reported thus far. Therefore, we speculate that these lncRNAs have the underlying function of particularly sponging miR-135b-3p, miR-7062-5p, or miR-671-5p to control the expression of subsequent target genes in ALI. Nonetheless, additional research is necessary to elucidate the roles of lncRNAs and the modulatory mechanisms of ceRNAs in ALI.

Regarding the DEmRNA-derived PPI network, the nodes with the higher scores—Nkx2-1, Tbx2, and Atf5—were screened as hub genes. A lncRNA-miRNA-hub gene network was then created to describe the associations among the top five most remarkable DE lncRNAs, miRNAs, and hub genes. Our results suggest that the downregulated LNC_006493, RP24-150D8.2, RP23-462P13.1, RP23-360O1.1, and RP24-79P8.1 may be particularly important for ALI, as they may function as ceRNAs for the upregulated mmu-miR-135b-3p, thus, leading to the downregulation of Nkx2-1. Moreover, the downregulated RP23-46P4.7, LNC_000068, RP23-462P13.1, RP23-195I24.2, and RP23-55A6.2 were predicted to positively regulate the function of mmu-miR-7062-5p, consequently downregulating Tbx2. Besides, we established that LNC_005970, LNC_001791, LNC_008252, RP24-127D13.2, and LNC_005443 may function as ceRNAs that block the repression influences of mmu-miR-671-5p on the expression of Atf5. NKX2.1 is a nuclear protein and member of the NKX2 family of homeodomain transcription factors. NKX2.1 plays an important role in the developing lung by regulating branching morphogenesis, surfactant protein gene expression, and differentiation (Keijzer et al., 2001; DeFelice et al., 2003; Jacob et al., 2017; Chen et al., 2018). In the lung, the expression of NKX2.1 is limited to alveolar epithelial type II cells (Lopez-Rodriguez et al., 2016). Abnormal changes in NKX2.1 expression is conducive to the onset of human diseases, for instance lung diseases. Reduced or absent expression of NKX2.1 is seen in areas of acute inflammation, atelectasis, as well as bronchopulmonary dysplasia, in the lungs of infants (Wert et al., 2002; Chen et al., 2012; Young et al., 2013; Lopez et al., 2015). On the contrary, NKX2.1 expression is escalated in regenerating lung regions. The role of NKX2.1 in lung diseases may be because of its potential to modulate SP-A, SP-B, and SP-C expressions (Yang et al., 2006; Islam and Mendelson, 2008; Zhou et al., 2008; Knabe et al., 2016). Liu et al. also revealed that increased NKX2.1 level may boost lung epithelial remodeling following injury by elevating cell migration along with proliferation (Liu et al., 2019). T-box (TBX) genes code for a family of evolutionarily conserved transcription factors involved in organogenesis, as well as development (Naiche et al., 2005; Hariri et al., 2012). TBX genes play important roles in proliferation, differentiation, as well as tissue integrity (Packham and Brook, 2003; Papaioannou, 2014). In mice, the TBX2 subfamily (TBX2/3/4/5) members are emerged in the developing lungs (lung buds along with trachea) (Gibson-Brown et al., 1998; Horton et al., 2008). TBX2 was revealed to be essential in maintaining normal cell proliferation in the lung mesenchyme of mice by depleting the gene (Lüdtke et al., 2013). Moreover, TBX2-deficient embryonic lungs showed decreased branching, whereas normal lung branching was mainly triggered by TBX2 along with TBX3 (Lüdtke et al., 2016). TBX2 content is reduced in differentiated fibroblasts and is necessary for the lung tissue development (Wojahn et al., 2019). Jiang et al. demonstrated that ATF4, but not ATF5, mediates the response of mitochondrial unfolded protein in alveolar epithelial cells in response to various mitochondrial stressors (Jiang et al., 2020). Furthermore, they discovered that the inducible ATF4 expression in mouse alveolar epithelial cells aggravates the mitochondrial unfolded protein response and inflammation in the lungs, induces body weight loss, and leads to death in response to bleomycin-triggered lung injury. Whether Nkx2-1, Tbx2, and Atf5 have a corresponding function in ALI is still unknown and requires further study.

The data of this study reveal promising critical genes, cascades, and ceRNA modulatory networks related to ALI, which may contribute to the development of targeted treatments. Nevertheless, there are some limitations to our study. Firstly, the large-scale lncRNA-miRNA-mRNA crosstalk network did not indicate whether these RNAs are co-expressed in the same tissues. Secondly, although the PCR results validated the credibility of the RNA-seq data, only three samples were employed for sequencing in each group; thus, the modulatory networks or mechanisms explored in this study were only according to bioinformatics predictions and there is a lack of practical experiments to validate these results. Hence, more all-around analyses and further thorough *in vitro* and *in vivo* studies using lncRNA silencing or overexpression are necessary. At present, our team is working on studying these complicated and potential mechanisms.

In summary, we screened DE lncRNAs, miRNAs, and mRNAs from RNA-seq data from mice with ALI to create lncRNA-associated ceRNA and PPI networks. The lncRNA-miRNA-hub genes modulatory subnetwork revealed critical genes and cascades that might take participate in ALI, providing a new idea for in-depth comprehension of the pathogenesis of this disease and supplying underlying regulation mechanisms for further research.

## Data Availability

The data presented in the study are deposited in the NCBI GEO repository, accession number GSE188492. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE188492.

# Supplementary material for: A Competitive Endogenous RNA Network Based on Differentially Expressed lncRNA in Lipopolysaccharide‐Induced Acute Lung Injury in Mice
**Source:** Front Genet. 2021 Nov 30;12:745715. doi: 10.3389/fgene.2021.745715
**Supplement:** Supplementary file 5

Supplementary Material

## 1.Supplementary Figures and Tables

**
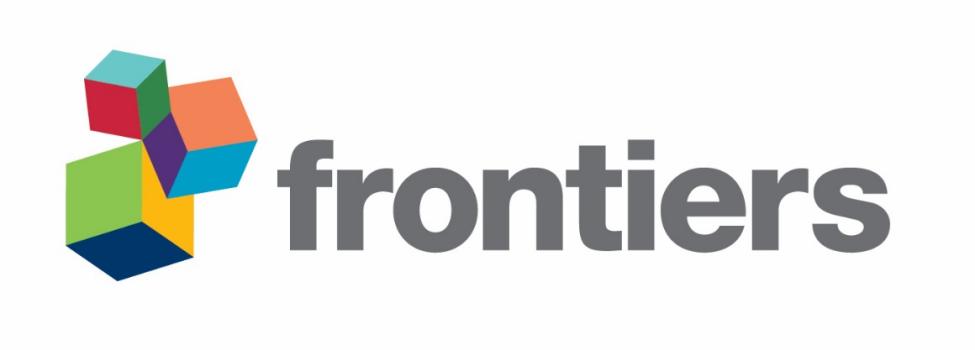
**

**1.1 Supplementary Figures**

**Supplementary Figure S1.** The classification of mapped reads in mouse lung tissue.

**Supplementary Figure S2.** The single nucleotide polymorphisms (SNP) counts (A), insertion-deletion (InDel) counts (B), and alternatively spliced (AS) events (C) in lung tissue. RI: retained intron; JC, junction counts; A5SS: alternative 5' splice site; SE: skipped exon; A3SS: Alternative 3' splice site; MXE: mutually exclusive exon.

**Supplementary Figure S3.** Distribution of lncRNAs (A) and mRNA (B) in chromosome.

**Supplementary Figure S4. Validation of DE gene expression using RT‐qPCR. (A–I)** Changes in gene expression were confirmed in the LPS and NS groups by RT‐PCR. Data are given as the mean ± SEM (n = 12); *P < .05; **P < .01. LPS, lipopolysaccharide; NS, no lipopolysaccharide.

**1.2 Supplementary Tables**

**Supplementary Table1.** The specific description of the top 10 up-regulated and 10 down-regulated lncRNAs.

| transcript_id | lncRNA | log2.foldchange. | pvalue | Regulation |
| --- | --- | --- | --- | --- |
| LNC_002227 | LNC_002227 | 10.45960573 | 0.014592203 | up |
| LNC_006985 | LNC_006985 | 9.704299535 | 0.005402786 | up |
| LNC_005406 | LNC_005406 | 8.124491242 | 0.002489112 | up |
| LNC_005075 | LNC_005075 | 7.773803101 | 0.000715789 | up |
| LNC_005443 | LNC_005443 | 7.768434955 | 0.016073424 | up |
| ENSMUST00000173070.7 | RP23-349B4.7 | 7.664159556 | 0.001182662 | up |
| LNC_003940 | LNC_003940 | 7.654047053 | 0.001503526 | up |
| LNC_005838 | LNC_005838 | 7.496430571 | 0.000562096 | up |
| LNC_001870 | LNC_001870 | 7.369360613 | 0.009623708 | up |
| LNC_004353 | LNC_004353 | 7.052311062 | 0.00116157 | up |
| ENSMUST00000154798.7 | RP23-57F11.3 | -4.703246013 | 0.001962345 | down |
| ENSMUST00000124439.1 | RP23-46P4.7 | -4.733359287 | 0.022552441 | down |
| ENSMUST00000206679.1 | RP23-68N11.1 | -5.042414746 | 0.013146485 | down |
| ENSMUST00000145030.1 | CH36-125B10.3 | -5.114714068 | 0.007902554 | down |
| ENSMUST00000229383.1 | RP24-544N15.3 | -5.460109552 | 0.004737869 | down |
| LNC_006842 | LNC_006842 | -6.894789839 | 0.0002389 | down |
| LNC_006493 | LNC_006493 | -7.108857576 | 0.012161864 | down |
| ENSMUST00000220673.1 | RP23-451K23.3 | -7.218337996 | 6.53E-06 | down |
| ENSMUST00000179222.1 | Crnde | -7.810289659 | 0.001228891 | down |
| LNC_006646 | LNC_006646 | -7.888650179 | 0.032207604 | down |

**Supplementary Table2.** The specific description of the top 20 up-regulated and 20 down-regulated mRNAs.

| mRNA | log2FoldChange | P-val | Regulation |
| --- | --- | --- | --- |
| Mff | 22.22634979 | 0.029716941 | up |
| Adcy7 | 13.93971906 | 6.74E-05 | up |
| Gm15056 | 12.97067481 | 0.000126849 | up |
| Lcp1 | 11.37303439 | 5.72E-06 | up |
| Csf3 | 11.30321766 | 0.000345783 | up |
| Ikbke | 11.12004535 | 0.012495979 | up |
| Rnase2a | 10.97895997 | 0.000117107 | up |
| Cxcl2 | 10.16466796 | 0.000597527 | up |
| Saa3 | 9.881412082 | 0.009052154 | up |
| Cxcl3 | 9.854949016 | 0.000302282 | up |
| Orm1 | 9.833545928 | 0.000546581 | up |
| Stfa3 | 9.537557719 | 0.001435264 | up |
| Serpina3m | 9.514000351 | 1.40E-05 | up |
| Gm3776 | 9.345784172 | 0.000273684 | up |
| Gpr84 | 9.18558896 | 0.000276556 | up |
| Trim16 | 8.98679261 | 0.002090229 | up |
| Fkbp5 | 8.936537393 | 0.035743118 | up |
| Lcn2 | 8.878287918 | 0.001000406 | up |
| Mt2 | 8.568701623 | 0.003200637 | up |
| Saa1 | 8.484860619 | 0.000113699 | up |
| Tbc1d14 | -12.07147242 | 0.047689814 | down |
| Faim2 | -11.43818154 | 0.008686856 | down |
| Plekha6 | -10.78106268 | 0.007274948 | down |
| Ap3m2 | -10.62983796 | 0.000179915 | down |
| Snx14 | -9.763538779 | 4.84E-05 | down |
| Cobl | -9.185933427 | 0.000416295 | down |
| Reps2 | -9.168038592 | 0.006706371 | down |
| Scn3a | -8.879354064 | 0.001763602 | down |
| Colq | -8.741692689 | 0.003498004 | down |
| Abca8a | -8.679559519 | 9.86E-05 | down |
| Fat3 | -8.556047713 | 0.000815426 | down |
| Ces1e | -8.394838755 | 0.000146471 | down |
| Cadps2 | -8.284942415 | 0.000161866 | down |
| Slc4a5 | -8.120380029 | 1.43E-05 | down |
| Map3k12 | -7.631634751 | 0.024675966 | down |
| Vsnl1 | -7.531950196 | 0.002016081 | down |
| Abcc9 | -7.471802968 | 0.003290819 | down |
| Scgb3a2 | -7.45636159 | 0.020707624 | down |
| Pmp22 | -7.207502455 | 0.021120106 | down |
| Stmn2 | -6.828019716 | 0.001063803 | down |

**Supplementary Table 3:** The specific description of the primer sequences

| Name | Forward primer | Reverse primer |
| --- | --- | --- |
| Nkx2-1 | 5’-ACTGCTGGACGACTTCTTCTTCTTC -3’ | 5’-GGAGGAGGAGGAGGAGGAGGAG-3’ |
| Tbx2 | 5’-ACTGGTGTGGAGGATGCTGGAG -3’ | 5’-GGAAGACCAAGCGGACATGACTC-3’ |
| Atf5 | 5’-TCTCCGCTCACACCGTCTCTTC- 3’ | 5’-GAAGACAGGCACCAAGGCGAAG- 3’ |
| mmu-miR-135b-3p | 5’-CGCGATGTAGGGCTAAAAGC  -3’ | 5’-AGTGCAGGGTCCGAGGTATT  -3’ |
| RT Primer | 5’-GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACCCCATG-3’ |  |
| mmu-miR-7062-5p | 5’-TGGAGGCCAGCTTGTGGA -3’ | 5’-AGTGCAGGGTCCGAGGTATT  - 3’ |
| RT Primer | 5’-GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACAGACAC-3’ |  |
| mmu-miR-671-5p | 5’-AGGAAGCCCTGGAGGGG- 3’ | 5’-AGTGCAGGGTCCGAGGTATT- 3’ |
| RT Primer | 5’-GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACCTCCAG-3’ |  |
| LNC_000068 | 5’-GGAAGGACACAGAACCACAGAAGG-3’ | 5’-CGGCAGAATGACAGAGGAGAAAGG -3’ |
| RP24-127D13.2 | 5’-CCAGTGCCAACAGAATACCCAGTC-3’ | 5’-CCAAGCCCCTTAGCCAGCAAAG-3’ |
| RP24-150D8.2 | 5’-GAGAAAGCAACCACCACGGGAAG- 3’ | 5’-AAGGTGCCAGGCGTGTATGTTG  -3’ |
| RP23-46P4.7 | 5’-TGCGGCGGGAGACTTTAGGTAG- 3’ | 5’-GGTTAAGGCGTCGGATGGCTTC- 3’ |
| GAPDH | 5’-AAATGGTGAAGGTCGGTGTGAAC-3’ | 5’-CAACAATCTCCACTTTGCCACTG-3’ |
| U6 | U6-S  5’-CTCGCTTCGGCAGCACA-3’ | U6-A  5’-AACGCTTCACGAATTTGCGT-3’ |

**Supplementary Table 4:** The top 10 enriched GO terms of biological process (BP), cellular component (CC), and molecular function (MF) are shown

| Category | Description | pvalue | GeneRatio | Count |
| --- | --- | --- | --- | --- |
| BP | response to wounding | 4.36E-07 | 23/720 | 23 |
| BP | multicellular organismal development | 1.76E-06 | 76/720 | 76 |
| BP | single-organism developmental process | 2.56E-06 | 86/720 | 86 |
| BP | inflammatory response | 2.65E-06 | 20/720 | 20 |
| BP | positive regulation of biological process | 2.84E-06 | 85/720 | 85 |
| BP | positive regulation of cellular process | 2.85E-06 | 78/720 | 78 |
| BP | cellular response to chemical stimulus | 3.27E-06 | 48/720 | 48 |
| BP | regulation of multicellular organismal process | 3.64E-06 | 51/720 | 51 |
| BP | regulation of developmental process | 4.14E-06 | 47/720 | 47 |
| BP | developmental process | 4.32E-06 | 86/720 | 86 |
| CC | cell junction | 3.33E-05 | 24/720 | 24 |
| CC | extracellular matrix | 5.00E-05 | 11/720 | 11 |
| CC | cytoplasm | 0.00010653 | 125/720 | 125 |
| CC | extracellular matrix component | 0.00012728 | 7/720 | 7 |
| CC | extracellular region part | 0.00018663 | 33/720 | 33 |
| CC | proteinaceous extracellular matrix | 0.00020225 | 7/720 | 7 |
| CC | basement membrane | 0.00026883 | 6/720 | 6 |
| CC | plasma membrane part | 0.00048932 | 41/720 | 41 |
| CC | senescence-associated heterochromatin focus | 0.00055281 | 2/720 | 2 |
| CC | extracellular space | 0.0014022 | 28/720 | 28 |
| MF | protein binding | 3.42E-06 | 111/720 | 111 |
| MF | receptor binding | 0.00011614 | 32/720 | 32 |
| MF | identical protein binding | 0.00020114 | 33/720 | 33 |
| MF | growth factor binding | 0.00027789 | 7/720 | 7 |
| MF | transmembrane receptor protein tyrosine phosphatase activity | 0.0005149 | 2/720 | 2 |
| MF | transmembrane receptor protein phosphatase activity | 0.0005149 | 2/720 | 2 |
| MF | transcriptional activator activity, RNA polymerase II core promoter proximal region sequence-specific binding | 0.0015683 | 9/720 | 9 |
| MF | 5'-deoxyribose-5-phosphate lyase activity | 0.0017551 | 2/720 | 2 |
| MF | cell adhesion molecule binding | 0.0021975 | 7/720 | 7 |
| MF | transcription factor activity, RNA polymerase II core promoter proximal region sequence-specific binding | 0.0022652 | 11/720 | 11 |

**Supplementary Table 5:** The top 20 KEGG enrichment analysis

| pathway_term | rich_factor | P-Value | gene_number |
| --- | --- | --- | --- |
| NF-kappa B signaling pathway | 0.06 | 0.000703275 | 6 |
| ECM-receptor interaction | 0.056818182 | 0.002458577 | 5 |
| Focal adhesion | 0.033816425 | 0.005965364 | 7 |
| Ubiquinone and other terpenoid-quinone biosynthesis | 0.2 | 0.006170481 | 2 |
| PI3K-Akt signaling pathway | 0.025641026 | 0.010763064 | 9 |
| Leishmaniasis | 0.046153846 | 0.030880265 | 3 |
| Amoebiasis | 0.033613445 | 0.035391361 | 4 |
| B cell receptor signaling pathway | 0.04109589 | 0.040894183 | 3 |
| Adherens junction | 0.040540541 | 0.04224774 | 3 |
| Galactose metabolism | 0.060606061 | 0.047868691 | 2 |
| Small cell lung cancer | 0.035294118 | 0.058582174 | 3 |
| Malaria | 0.041666667 | 0.089498189 | 2 |
| Notch signaling pathway | 0.040816327 | 0.092558789 | 2 |
| Amyotrophic lateral sclerosis (ALS) | 0.038461538 | 0.101917794 | 2 |
| TNF signaling pathway | 0.027522936 | 0.102656262 | 3 |
| Glutathione metabolism | 0.037735849 | 0.105093564 | 2 |
| Toxoplasmosis | 0.026548673 | 0.11099712 | 3 |
| Purine metabolism | 0.022346369 | 0.11233256 | 4 |
| Legionellosis | 0.034482759 | 0.121354786 | 2 |
| Inositol phosphate metabolism | 0.032786885 | 0.131388214 | 2 |

**Supplementary Table 6:** The five main steps are as follows

Step1: Exon number screening of transcripts: a large number of transcripts with low expression and low confidence were filtered from the splicing results of transcripts, and transcripts with exon number ≥ 2 were selected.

Step2: Transcript length screening: select transcripts with transcript length > 200bp.

Step3: Transcription known annotation screening: Cuffcompare software was used to screen out transcripts that overlapped with exon region of database annotation, and lncRNAs that overlapped with exon region of this spliced transcript in database were included in subsequent analysis as database annotation lncRNAs.

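In the deposited table, 5496 of the assembled transcripts reach an FPKM of 0.5 in at least 1 library. The remaining 3114 (36.2%) stay below it in each of the 6 libraries. By class, 3638 intronic, 1453 lincRNA and 405 antisense transcripts reach it. The values come from Cuffdiff according to the methods, and those that Cuffquant gave at this step were not used here.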

Step4: Transcription expression screening: Cuffquant was used to calculate the expression level of each transcript, and the transcript with FPKM ≥ 0.5 was selected.

Step5: Coding potential screening: whether the transcript has coding potential is the key condition to determine whether the transcript is lncRNA.

**Supplementary Table 7:** The details of calculating the coding potential using the four tools

1. CNCI (Coding-Non-Coding-Index) (v2) profiles adjoining nucleotide triplets to effectively distinguish protein-coding and non-coding sequences independent of known annotations. We use CNCI with default parameters.

2. CPC (Coding Potential Calculator) (0.9-r2) mainly through assess the extent and quality of the ORF in a transcript and search the sequences with known protein sequence database to clarify the coding and non-coding transcripts. We used the NCBI eukaryotes' protein database and set the e-value ‘1e-10’in our analysis.

3. Pfam-sca: We translated each transcript in all three possible frames and used Pfam Scan (v1.3) to identify occurrence of any of the known protein family domains documented in the Pfam database (release 27; used both Pfam A and Pfam B). Any transcript with a Pfam hit would be excluded in following steps. Pfam searches use default parameters of -E 0.001 --domE 0.001.

4. PhyloCSF (phylogenetic codon substitution frequency) (v20121028) examines evolutionary signatures characteristic to alignments of conserved coding regions, such as the high frequencies of synonymous codon substitutions and conservative amino acid substitutions, and the low frequencies of other missense and non-sense substitutions to distinguish protein-coding and non-coding transcripts. We build multi-species genome sequence alignments and run phyloCSF with default parameters.

How the deposited data were processed for this re-analysis (not part of the article)

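Lung RNA of 6 mice was sequenced, 3 given LPS into the trachea (LPS, the ALI group) and 3 given normal saline (NS, the control group). The authors aligned paired-end reads with HISAT2 and computed FPKM values with Cuffdiff, and they deposited 1 table with the FPKM of each lncRNA transcript in each library. The FPKM values are scaled by transcript length and by the number of mapped fragments of the library, with one column per mouse. The table holds the transcripts that the authors assembled from the reads, with names starting with LNC_, and annotated transcripts, 30 of them of the class misc_RNA, which were kept and counted as lncRNAs. The genome build and the annotation release are not given in the sources used here. The mRNA, miRNA and RT-qPCR values of the study were not analysed here.

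The values were used as deposited and transformed to log2(FPKM + 1). Transcripts with an FPKM of at least 0.5 in at least 3 libraries were tested between LPS and NS with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend). No covariate was used. The p-values were two-sided and adjusted by the Benjamini-Hochberg method over the tested transcripts. Calls needed an adjusted p under 0.05 and an absolute log2 difference above 1. The fit was tested on simulated data with independent normal noise, whose spread followed the trend of spread on mean in the real libraries. In these, 200 transcripts were changed by 2 on the log2 scale. Spread that differs between transcripts of one mean and correlation between transcripts were not simulated, so the error rate on the real libraries is not measured. Of 146 simulated changes beyond the size threshold, 141 were called (96.6%), along with 2 transcripts below it, and 0 of 3144 transcripts were called when no change was simulated.

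Depth could be estimated only between libraries, since FPKM values carry no read counts. The estimate used the most frequent ratio of values under 0.3 FPKM in each pair of libraries. No counting interval or lower limit of detection is given for any value for that reason. Values of 0 in the table are reported as listed at 0.

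Medians of FPKM per library were compared by exact permutation, and shares of calls by Fisher's exact test. The libraries were clustered by average linkage on 1 minus Pearson's correlation and placed on principal components of the tested transcripts. All 10 divisions of the 6 libraries into 3 and 3 were fitted in the same way. These steps and the figures used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

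Positions, gene overlaps, snoRNA genes and transcript sequences came from GENCODE release M21. Annotated transcripts were joined by their versioned identifier. Primer pairs of Table 1 and Table S3 were searched for exact matches on both strands of all transcripts of that release. The share of 31-base words that a transcript has in common with other genes was counted in the same sequences. A snoRNA host was a gene of the annotated transcripts of the table with a snoRNA gene inside it on the same strand. Its FPKM was the sum over its listed transcripts. Gene type was not used as a filter, and Cct6a, listed among the lncRNAs, was kept. The hosts were compared with 10000 random lists of annotated genes drawn from the same 5 strata of expression, and with the fry and camera tests of limma. Single-exon transcripts inside introns were assigned to the protein-coding gene on the same strand, and directions were permuted 10000 times.

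Transcripts were named in the text by a rule with 4 parts. Part (a) takes every lncRNA that the paper names and the table lists, and the values of Table S1 were known when the rule was written. Part (b) takes the 10 largest rises and the 10 largest falls among called transcripts whose groups do not overlap. Part (c) takes the symbols Xist, Malat1, Neat1, Meg3, H19, Gas5, Fendrr, Mir155hg, Mir22hg and Snhg1, of which Xist and Fendrr are not listed. Part (d) takes the 5 transcripts with the highest mean FPKM. Other transcripts and genes named were chosen after their values were seen.

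The alternatives tried were pseudocounts of 0.1 and 0.5, no expression filter, an FPKM of at least 1 in 3 libraries, the unadjusted p, the ratio of group mean FPKM as the size, and both of the latter together. Further alternatives were a linear model per transcript without variance moderation, with the unadjusted p and the ratio of group mean FPKM as the size (Ballgown-like), limma without the trend, libraries scaled to one summed FPKM, quantile normalization, the replicate number as a block, and each library left out in turn. After the values were seen, 6 settings were added, 4 of them without variance moderation under other filters, 1 with a library covariate in the Ballgown-like model and the same p and size, and 1 on values summed per gene. Ballgown itself was not run, since the covariate and the filter used with it are not given in the sources used here.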

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

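The tests of reads shared between copies and of the hosts not seen beforehand, and the sum over the locus of LNC_002227, were chosen only after the results were seen, while the tests of scaling and of GC content and length were chosen earlier. The single transcripts reported here are ones that the paper's text and tables do not name. The snoRNA hosts are reported as a set of genes, which includes RP23-349B4.7 of the paper's Table S1. Each called transcript named here with its own rise was higher in 3 of 3 LPS mice than in 3 of 3 NS mice. The libraries allow 10 divisions into 3 and 3, so chance cannot be excluded for any of them by regrouping alone. LPS treatment is the difference the design names, and it stays an untested biological explanation for each of these rises.

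LNC_002232 rose by 5.49 on the log2 scale (standard error 0.56, limma adjusted p = 0.000376), from 3.83 ± 4.46 FPKM (SD, n = 3) in NS to 167 ± 20.4 (SD, n = 3) in LPS. Its NS values were 1.10, 1.42 and 8.98 FPKM, and without NS replicate 3 the rise was 6.21. LNC_002236 rose by 4.11 (standard error 0.50, limma adjusted p = 0.000689), from 5.80 ± 2.54 FPKM (SD, n = 3) to 129 ± 90.5 (SD, n = 3). Its 3 LPS values were 232.6, 90.4 and 64.4 FPKM, and without LPS replicate 1 the rise was 3.58. Both belong to the locus of LNC_002227. The 10 transcripts of that locus summed to 1231, 672 and 1070 FPKM in LPS and to 82.0, 123 and 65.7 in NS, so the locus rose as a whole, and division of reads between its transcripts cannot account for that. One primer of the LNC_002227 pair also matches Gm26870, whose transcripts rose by 2.60, 2.80 and 1.66. Between 76.8% and 84.8% of the 31-base words of Gm26870 occur in other genes, against 0% for Malat1 and 21.3% for Neat1. A candidate explanation is that reads of near-identical copies are spread over these transcripts, in which case the FPKM of any 1 of them is uncertain. The sequences of the assembled transcripts were not used here, so the share for LNC_002232 and LNC_002236 is not known.

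LNC_005659 rose by 4.74 (limma adjusted p = 1.56e-05), LNC_006103 by 4.61 (limma adjusted p = 0.000288), LNC_001945 by 4.33 (limma adjusted p = 1.56e-05) and LNC_002115 by 4.20 (limma adjusted p = 0.00055). LNC_002115 was at 0.0163, 0.00880 and 2.57 FPKM in NS, and without NS replicate 3 its rise was 4.81. LNC_006103 was at 15.4, 52.2 and 49.9 FPKM in LPS, and without LPS replicate 1 its rise was 5.17. These transcripts have no positions in the table, so overlap with other genes was not examined. RP23-336O18.3 (Gm43181; chromosome 5, 43784046 to 43786117) rose by 4.71 (limma adjusted p = 9.53e-05). It lies in an intron of Fbxl5 on the same strand and shares 34.6% of its 31-base words with other genes. Transcripts in introns of 1 host gene changed in the same direction in 85.5% of pairs, so RNA of the host gene may contribute to its value. RP23-23B17.2 (F630028O10Rik; chromosome X, 96239926 to 96243636) rose by 4.18 (limma adjusted p = 0.000149) and shares 2.92% of its words with Mir223, a microRNA gene. The rises of these 6 transcripts, and those of LNC_002232 and LNC_002236, stayed past both thresholds in every alternative chosen before the values were seen, scaling to one sum and quantile normalization included.

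Gas5 on chromosome 1 rose in 4 transcripts, by 1.24 (ENSMUST00000159153.7), 1.03 (ENSMUST00000159157.7), 1.62 (ENSMUST00000161229.7) and 1.41 (ENSMUST00000162289.7), with limma adjusted p between 0.00087 and 0.00382. GENCODE M21 gives all 4 of these the type retained intron. ENSMUST00000162558.7 of Gas5, of the lincRNA type, rose by 0.59 and was not called, except without LPS replicate 2 (1.05). The other listed Gas5 transcript of that type, ENSMUST00000159663.7, was not tested. Among single transcripts, the rise of Gas5 was thus called in the main fit only for those with retained introns. Snhg1 on chromosome 19 rose in 2 transcripts, by 1.37 (ENSMUST00000206519.1) and 1.66 (ENSMUST00000206155.1), with limma adjusted p of 0.00102 and 0.000412. The first has the type retained intron and the second the lincRNA type. Quantile normalization kept the direction and took the Gas5 rises to 0.80, 0.57 and 0.60 for ENSMUST00000159157.7, ENSMUST00000161229.7 and ENSMUST00000162289.7, and the Snhg1 rises to 0.81 and 0.47, none of them called. ENSMUST00000159157.7 was also not called under scaling to one sum (0.78), without LPS replicate 3 (0.97) or without NS replicate 1 (0.92). ENSMUST00000159153.7 was not called in the model without variance moderation or filter, a setting chosen after seeing the values.

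Gas5 and Snhg1 hold snoRNA genes, and the snoRNA hosts were therefore examined together. Of 27 listed hosts, 26 were tested, 20 were higher in LPS, and 11 were called higher and 3 lower. Their median log2 difference was 0.89, against -0.21 for the other annotated genes, and it stayed between 0.75 and 0.99 with each library left out. The largest median of 10000 random lists was 0.76. The fry test of limma gave p = 0.000867 and its camera test with a preset correlation gave p = 0.000375, while camera with an estimated correlation gave p = 0.124, so the set holds under fry but not under the estimated correlation. Scaling between libraries as the whole cause is argued against by the 2 scalings. The median of the hosts was 0.58 under scaling to one sum and 0.16 under quantile normalization, while that of all annotated genes was -0.38 and -0.19, and 0.41% of random lists reached the host median under quantile normalization. After a linear trend on GC content and log length was removed, the median was 0.97, which argues against those biases. The list was drawn up after 12 of the hosts had been seen, of which 11 were higher with a median of 1.11. The other 14 had 9 higher, 3 called higher, 3 called lower and a median of 0.07, which 8.85% of random lists reached. Chance among lncRNA genes therefore cannot be told apart from a rise of snoRNA hosts as a class on the hosts not seen beforehand.

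Mir155hg (chromosome 16, 84703167 to 84715245) rose by 1.69 (limma adjusted p = 0.000223), from 0.231 ± 0.0730 FPKM (SD, n = 3) in NS to 3.01 ± 0.597 (SD, n = 3) in LPS, and stayed called in every alternative chosen before the values were seen. Mir22hg (chromosome 11, 75461539 to 75466676) rose by 1.99 (limma adjusted p = 0.000216) and overlaps Tlcd2 on the same strand. It shares 10.3% of its 31-base words with other genes, above all Tlcd2. Under quantile normalization the rise of Mir22hg was 0.82 and it was not called.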

How the results depend on the processing

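The settings with a library covariate, on values summed per gene, or without variance moderation apart from the Ballgown-like model were chosen only after the results were seen, and all other settings were fixed before the data were examined. The number of called transcripts was 446 and stayed within 1.5 times that number, from 398 to 488, with no filter, with an FPKM of at least 1, with the unadjusted p, without the trend, under both scalings, with a replicate block and with each library left out. Values summed per gene gave 426. With the replicate block it was 449, but deviations of libraries with the same number had correlations of 0.19, -0.02 and 0.08, so the numbers do not pair the mice.

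A lower pseudocount or the ratio of group mean FPKM raised the number, by construction, since both give low transcripts a larger size. A pseudocount of 0.1 gave 1063 calls (539 higher, 524 lower) and 0.5 gave 784 (449 and 335). The ratio of group means gave 1146 (565 and 581), with the unadjusted p 1221 (597 and 624), and the Ballgown-like model, which also takes the unadjusted p and that ratio, 1120 (550 and 570). Adding a library covariate to that model gave 827 (426 and 401). The model without moderation or filter called 188 higher. Scaling to one sum called 241 lower. Of the 446 calls, 395 were also called under scaling to one sum, 406 under quantile normalization and 434 by the Ballgown-like model. With each library left out, 381 (without LPS replicate 1) to 432 (without NS replicate 1) of them were.

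The difference between mean correlation within and between groups was 0.313, and 0.453 with a pseudocount of 0.1, 0.213 with no filter, 0.389 with an FPKM of at least 1, 0.507 with Spearman's correlation, and 0.282 to 0.343 with each library left out. It kept its sign in each case, and the cause of these moves was not tested. The difference in median FPKM between groups kept its sign in all settings, but 3 mice against 3 cannot reach a p under 0.1, so this says nothing about stability.

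The share of calls was 3.40 points higher among annotated transcripts, 8.82 points with no filter and -13.3 points with an FPKM of at least 1. It was 0.673 points with a pseudocount of 0.1, and 2.08 to 4.17 with each library left out. The cause was not tested.

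The counts of Table S1 (19) and Figure 4 (9) were the same in every setting on single transcripts. Values summed per gene gave no count for these lists or that of Figure 8. The count of Figure 8 was 14 to 17 in the settings fixed at first and 13 to 16 in those added. Of 72 tested transcripts named by the rule, 67 kept direction and call under scaling to one sum and 61 under quantile normalization. Signs changed for RP23-81C12.1 (0.20) to -0.13 under scaling and -0.63 under quantile normalization, for RP23-436K10.5 (0.44) to -0.18 under quantile normalization, and for Rn7s6 (0.20) to -0.13 and -0.69 under these and between -0.19 and 0.67 with a library left out. None of these 3 was called in any setting. LNC_001208 fell by 2.24 (limma adjusted p = 0.0414), with NS values of 0.912, 13.4 and 12.8 FPKM. It lost its call without LPS replicate 1, 2 or 3, without NS replicate 2 (-1.74) or NS replicate 3 (-1.78), and in every model without variance moderation. The depth behind each FPKM value is unknown, which limits what low values can show.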

Differences from the paper's values

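The settings without variance moderation, apart from the Ballgown-like model, were chosen only after the paper's counts and the values of the main comparison had been seen. The number of differentially expressed lncRNA transcripts was 446, and the paper's is 308. The numbers higher and lower in LPS were 290 and 156, and the paper's are 195 and 113. The larger of each pair is less than 1.5 times the smaller. The size measures differ, however. Here, and in the 4 models below, the size was the difference of log2(FPKM + 1). The paper's listed fold changes equal the log2 ratio of group mean FPKM. With that ratio as the size, 1146 transcripts were called, and 1120 in the Ballgown-like model. Linear models per transcript without variance moderation, picked after seeing the values as the closest of a larger set of filters, covariates and tests tried, came closer. They called 306 transcripts with no filter and an adjusted p (188 higher, 118 lower) and 316 with a mean FPKM over 1 and an adjusted p (204 higher, 112 lower). With a variance of FPKM over 1 they called 323 with the adjusted p (218 higher, 105 lower) and 331 with the unadjusted p (223 higher, 108 lower). Each of these 4 settings drops 1 of the 20 lncRNAs of Table S1, and none gives the paper's number.

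The alternatives set before the data were examined that stayed within 1.5 times the paper's total were no filter (453), an FPKM of at least 1 (398), the unadjusted p (451), no trend (446), quantile normalization (456), the replicate block (449), and leaving out LPS replicate 1 (402), NS replicate 2 (454) or NS replicate 3 (426). Values summed per gene, a setting chosen after seeing the values, gave 426 genes. Those that did not were both lower pseudocounts, the 2 settings with the ratio of group means, the Ballgown-like model, scaling to one sum (481), and leaving out LPS replicate 2 (488), LPS replicate 3 (467) or NS replicate 1 (478).

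The paper lists LNC_002227 as upregulated. Its log2 difference was 3.35, in the same direction, but the expression filter removed it before the test in all settings except 5. In these it was tested and not called, with a limma adjusted p of 0.0553 (unadjusted 0.00701) without a filter and an unadjusted p of 0.123 in the 4 models above without variance moderation. With values summed per gene, a setting chosen after seeing the values, its locus of 10 transcripts was called higher (log2 difference 3.44, limma adjusted p = 0.000118). The other 19 lncRNAs of Table S1 were called in the paper's direction.

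The paper's screening keeps assembled transcripts at or above an FPKM of 0.5. In the deposited values, 3114 of the 8610 assembled transcripts (36.2%) are below it in all 6 libraries. The paper's counts of assembled lncRNAs are 2152 lincRNAs, 560 antisense and 5898 intronic lncRNAs, and the table lists 2158, 557 and 5895. The paper's count of lncRNAs in the subnetwork of Figure 8 is 15, and its text names 14 distinct ones in 15 entries.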

Other observations

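The search for primer sites, the comparison of transcripts listed at 0, the sum over the locus of LNC_002227, and the calls at an unadjusted p or without variance moderation in the divisions of the libraries were chosen only after the results were seen. The division into other groups by limma, the tests of scaling and the test of intron hosts were chosen before.

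Of the 10 divisions of the libraries into 3 and 3, only the real one, 1 of 10, gave 446 calls by limma, and each of the 9 others gave 0. At an unadjusted p the others gave 4 to 17 calls, and 0 to 11 in a linear model without variance moderation, against 451 and 434 for the real one. With 10 divisions a share under 0.1 is out of reach, so chance cannot be excluded by regrouping.

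More transcripts were called higher than lower, but under scaling to one sum the share called higher was 49.9%, and under quantile normalization 56.4%. A pseudocount of 0.1 (50.7%) and the ratio of group means (49.3%) also removed the excess. The sums rest on few transcripts, since the 5 most abundant held 43.7% to 56.9% of them. Among the most abundant, ENSMUST00000174808.1 of Malat1 was listed at 0 in NS replicates 1 and 3 but at 2969 FPKM in NS replicate 2. Its effect on the 49.9% was not tested. Scaling cannot be told apart from a real excess here, since the summed lncRNA FPKM itself differs between libraries and the mRNA values that would set the scale were not used here. The larger share of higher calls among assembled than annotated transcripts does not depend on it in the same way. At 73.2% against 32.0% after scaling to one sum and 82.6% against 35.7% after quantile normalization, it remained, which argues against scaling as its cause. Assembled transcripts are listed because reads of these libraries built them, and whether that favours transcripts induced by LPS was not tested.

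LNC_002227 was listed at 0 in LPS replicate 1, while its locus summed to 1231 FPKM there, above the 672 and 1070 of the other LPS libraries. This is consistent with its reads having been assigned to other transcripts of the locus. In all, 23 transcripts were at 0 in 1 library and at 5 FPKM or more in another of the same group, 15 within LPS and 10 within NS. Of these, 20 (87.0%) came from loci with several listed transcripts, against 175 of 366 (47.8%) other transcripts reaching 5 FPKM (Fisher's exact test, two-sided, p = 0.000335). Division of reads between transcripts of 1 locus may therefore be behind many of these zeros. Another transcript among them is ENSMUST00000174808.1 of Malat1, at 2128, 2320 and 2312 FPKM in LPS and at 0, 2969 and 0 in NS. It was not called, but was called with the unadjusted p, under scaling to one sum (7.18) and without NS replicate 2 (11.14). The other listed transcript of Malat1, ENSMUST00000173314.1, was at 3443, 3813 and 3631 FPKM in NS. Within NS it was not higher where the first was at 0, but that comparison rests on NS replicate 2 alone. In LPS, where the first was present, it was lower, at 2237, 2451 and 2441 FPKM. Reads moving to it therefore cannot be excluded, and the cause of these zeros stays open. ENSMUST00000173314.1 changed by -0.61 (limma adjusted p = 0.0233), by 0.0 under quantile normalization, and was not called.

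Of the 8 primer pairs of assembled lncRNAs, 3 faced each other on an annotated protein-coding transcript, Saa3 for LNC_006985, Inmt for LNC_006493 and Klhdc7a for LNC_006646. The products would be 146, 130 and 81 bases long. In contrast, 0 of the 5 pairs of annotated lncRNAs did so. With primer sites shared with an annotated mRNA, these RT-qPCR signals could include the mRNA. If the primer named forward has the strand of the lncRNA, the lncRNA would be antisense to the mRNA of Saa3 and Inmt. PCR on cDNA from both strands does not distinguish them. LNC_006985 and LNC_006493 are listed in the intronic class and LNC_006646 in the lincRNA class, none in the antisense class. The paper's Table S2 lists Saa3 as upregulated, like LNC_006985 in its Table S1, so the direction of an RT-qPCR change would not tell the RNAs apart. Inmt and Klhdc7a are not in Table S2. The mRNA values of the libraries were not analysed here, and neither the primers used for reverse transcription nor the amplified products were examined.

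Single-exon annotated transcripts inside introns, 519 in 457 host genes, were called higher in 11 and lower in 36 cases. Of 76 pairs within 1 host gene on its strand, 85.5% changed in the same direction, against a mean of 62.4% over 10000 permutations (one-sided permutation p = 0.00020). All 3 tested transcripts in introns of Nckap5 were called lower, RP23-462P13.1 among them. Unspliced RNA of the host gene is a candidate explanation. Regulation shared by neighbouring transcripts would give the same result and stays open, since the host mRNAs were not analysed here.

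Of the remaining transcripts fixed by symbol, H19 changed by -1.97 (limma adjusted p = 0.000295), from 3.86 ± 0.990 FPKM (SD, n = 3) in NS to 0.228 ± 0.151 (SD, n = 3) in LPS. Neat1 changed by -0.25 and was not called, except under quantile normalization (-1.54). The 2 transcripts of Meg3 changed by -0.58 each and were not called, except with a pseudocount of 0.1 (-1.01 and -1.48) or the ratio of group means (-1.17 and -1.71), and 1 of them in the Ballgown-like model with or without the library covariate. They share 48.2% and 58.0% of their 31-base words with other genes, above all Gm27000, so reads of these genes may contribute to their values. The other falls named by the rule were LNC_004371 (-2.64), RP24-119I10.2 (-2.32), RP23-316G7.2 (-2.23), RP24-491F15.1 (-2.04) and AC103620.4 (-2.01), of which RP24-119I10.2 and RP23-316G7.2 lie in introns of Nckap5. Of the most abundant transcripts, RP23-436K10.5 shares 100% of its 31-base words with other genes, above all Scarna10, so its 0.44 is not specific to it.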
